# Low-dose *Drosera rotundifolia* induces gene expression changes in 16HBE human bronchial epithelial cells

**DOI:** 10.1038/s41598-021-81843-y

**Published:** 2021-01-27

**Authors:** Fabio Arruda-Silva, Paolo Bellavite, Marta Marzotto

**Keywords:** Transcriptomics, RNA sequencing, Reverse transcription polymerase chain reaction, Therapeutics

## Abstract

*Drosera rotundifolia* has been traditionally used for the treatment of respiratory diseases in phytotherapy and homeopathy. The mechanisms of action recognized so far are linked to the known effects of specific components, such as flavonoids, but are not completely understood. In this study, the biological functions of *D. rotundifolia* were explored in vitro following the treatment of bronchial epithelial cells, which are the potential targets of the pharmacological effects of the herbal medicine. To do so, the whole plant ethanolic extract was 1000-fold diluted in water (*D. rotundifolia* 3×) and added to a 16HBE human cell line culture for 3 h or 6 h. The effects on gene expression of the treatments and corresponding controls were then investigated by RNA sequencing. The differentially expressed genes were validated through RT-qPCR, and the enriched biological functions involved in the effects of treatment were investigated. *D. rotundifolia* 3× did not impair cell viability and was shown to be a stimulant of cell functions by regulating the expression of dozens of genes after 3 h, and the effects were amplified after 6 h of treatment. The main differentially expressed genes encoded ligands of epithelial growth factor receptor, proteins involved in xenobiotic detoxification and cytokines, suggesting that *D. rotundifolia* 3× could stimulate self-repair systems, which are impaired in airway diseases. Furthermore, *D. rotundifolia* 3× acts on a complex and multifaceted set of genes and may potentially affect different layers of the bronchial mucosa.

## Introduction

Pathologies of the airways are among the most common diseases. Cough is a common complaint in patients of all ages, with air pollutants contributing to airway challenge. In children, cough is the second most common symptom of respiratory disease after runny nose, with a 46–56% prevalence depending on the age of the child. The use of pharmacological treatment without side effects could be useful not only to reduce cough symptoms but also to prevent the toxic effects of pollution. Low doses of plant-derived drugs are largely used for cold and cough symptoms in adults and children^1–7^. Often, these are used with the hope of resolving ailments not successfully cured by conventional drugs as a complementary treatment to reduce the consumption of anti-inflammatory drugs or steroids that may have adverse effects and to relieve certain symptoms and improve the quality of life. However, there is presently no definitive explanation for the possible biological activity of such preparations at the cellular level.

European sundew species (*Drosera rotundifolia* L., *Drosera intermedia* Hayne, and *Drosera anglica* Huds) have been used as traditional medicines in the therapy of respiratory tract infections. *Drosera* Herba, which is comprised chiefly of *Drosera rotundifolia*, has been commonly used for its spasmolytic properties in the treatment of convulsive or whooping cough since the seventeenth century. The general action on the respiratory system of *D. rotundifolia* was described in the homeopathic Materia Medica^8^ and includes profuse expectoration and a spasmodic, paroxysmal, dry, and irritative cough, similar to whooping cough, and the plant is often included as a component in homeopathic complexes used for upper respiratory tract ailments. The efficacy of such remedies for the relief of symptoms or the improvement of quality of life was analysed in clinical studies, which reported positive results^5,9–12^.

Ethanol extracts of *Drosera* species contain high concentrations of flavonoids (hyperoside, isoquercitrin, quercetin, and myricetin-3-O-galactoside) together with phenolic acids (ellagic acid)^13^. Flavonoids have been reported to have anti-inflammatory^14^, antioxidant and antimicrobial properties, which are efficacious in the treatment of respiratory diseases^15^. Traces of naphthoquinones were also found in some preparations^16^.

Bronchial epithelial cells are specialized cells strictly connected to a tissue that form a barrier that protects against external agents of damage. Epithelial membrane integrity could be injured by pathogenic events that damage basal cellular activities (cell cycle, viability, energy balance and oxidative stress) or impair specific activities, such as the maintenance of the electrolytic balance (functioning of membrane ion channels)^17–19^. With appropriate stimulation, the bronchial epithelium can contribute to innate immunity by secreting immune-stimulatory and modulatory mediators, including cytokines, chemokines, growth factors, and lipid mediators that recruit and activate effector cells and antigen-presenting cells^20–22^. Differentiated 16HBE cells simulate many of the activities of the bronchial epithelium and are considered a good model for basic studies.

The aim of this study was to evaluate the effect of a low homeopathic concentration of *D. rotundifolia* ethanolic extract on the transcriptome of the human bronchial epithelial cell line 16HBE. Transcriptomics, which is an important tool of functional genomics research, can be used to study overall gene expression and function, which could be the first step in revealing specific biological processes and molecular mechanisms that are involved in the occurrence of the disease. For this study, a *D. rotundifolia* third decimal (3×) dilution was used (1000 times more diluted than the whole ethanolic extract). The 3× terminology corresponds to the traditional homeopathic nomenclature according to the Anglo-American convention^23^. The goal of the study was to discover the potential gene targets of *D. rotundifolia* 3× after 3 and 6 h of incubation by means of the RNA-seq technique. After validating the main genes using RT-qPCR, the main biological functions involved in *D. rotundifolia* 3× action were identified.

## Results

### Analysis of polyphenols in the *D. rotundifolia* ethanolic extract

The concentration of polyphenols in the *D. rotundifolia* ethanolic extract was estimated to be 7.1 × 10^−3^ mol/L in terms of the gallic acid equivalents. This concentration corresponds to approximately 1.2 mg/mL of total polyphenols, which in turn corresponds to a concentration of 12 µg/mL in the *D. rotundifolia* 3× test sample and 1.2 µg/mL (7.1 × 10^−6^ mol/L) in the final cell culture. The *D. rotundifolia* ethanolic extract was also qualitatively analysed by mass spectrometry. In the HPLC 6.590 min retention time peak, the mass spectrum showed peaks corresponding to ellagic acid (m/z = 300.997905) and isoquercitrin (m/z = 463.087935). In addition, at the 8.004 min retention time peak, quercetin (m/z = 301.035282) was detected. Regarding the presence of hyperoside, which has the same molecular mass as isoquercitrin, there is a chance that the isoquercitrin peak represented a mixture of both compounds. The results confirmed the presence of important bioactive components in *D. rotundifolia* ethanolic extract^13^.

### Effect of *D. rotundifolia* 3× on 16HBE cell viability

The viability of the bronchial epithelial cells (16HBE) (Fig. 1) was not impaired after 3 h of exposure to *D. rotundifolia* 3× or the corresponding control (Ctrl), demonstrating the absence of cytotoxicity caused by the plant preparation at the dilutions used in the experiments. Furthermore, after 24 h of incubation with *D. rotundifolia* 3×, the cells showed a small (+ 6.9%) but significant (*p* = 0.019) increase in cell viability. No morphological changes or alteration of cell adherence to the bottom of the well could be observed by optical microscopic inspection (data not shown).

**Figure 1:**
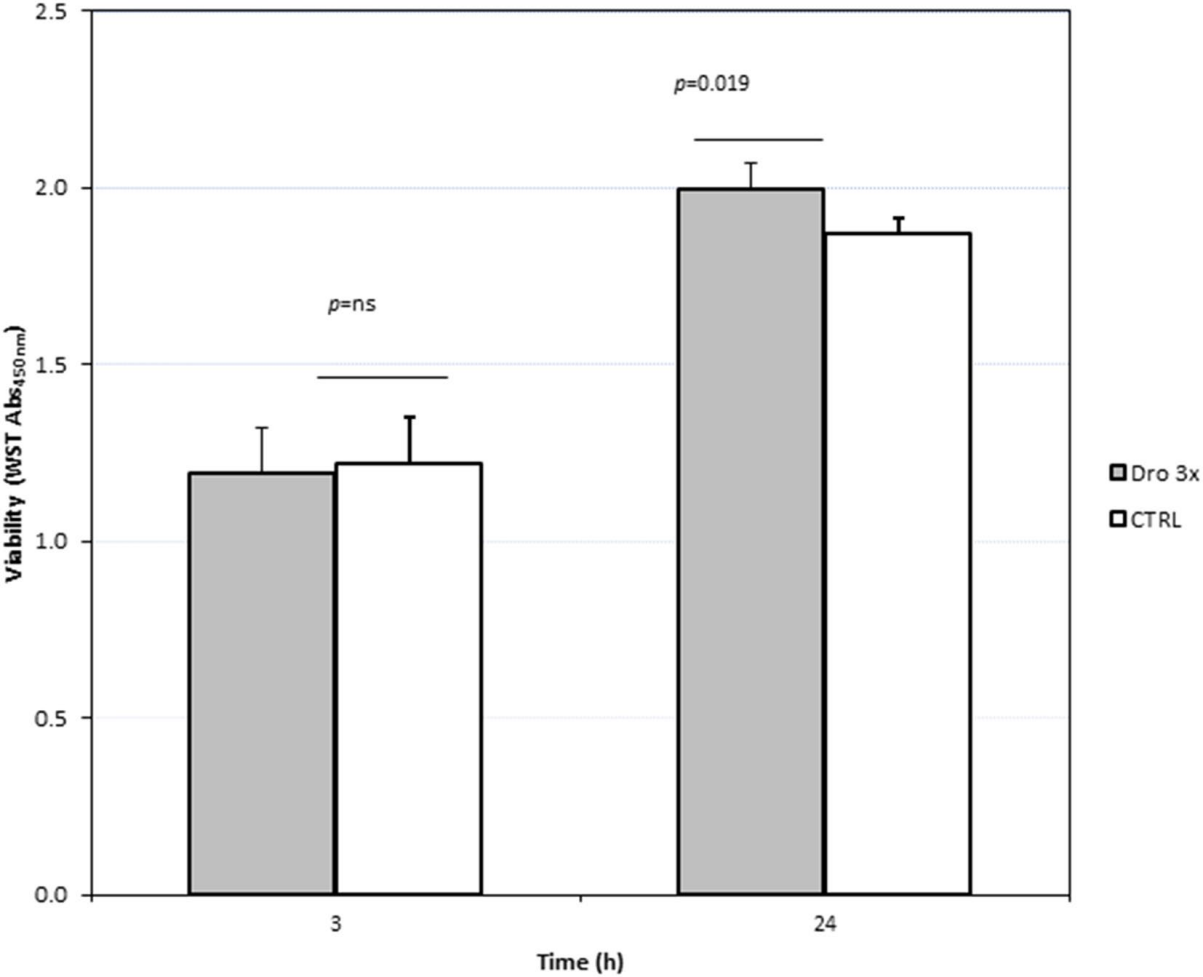
Viability of 16HBE cells incubated with *D. rotundifolia* 3 × or Ctrl for 3 h or 24 h. The colorimetric assay was based on the reduction of the WST reagent as described in the “Materials and method” section.

### Changes in gene expression after *D. rotundifolia* 3× treatment

The effects of *D. rotundifolia* 3× treatment on the global gene expression of 16HBE cells were investigated after 3 h of incubation by comparison with the control. The experiments were reproduced in 4 different biological replicates, and the gene expression profile in response to *D. rotundifolia* 3× treatment was investigated by RNA-seq analysis.

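The 3 h experiment had 8 RNA-seq libraries of 16HBE cells, a line of human bronchial epithelial cells: 4 of cells treated with D. rotundifolia 3× and 4 of cells treated with Ctrl, the vehicle. The authors quantified single-end reads with Salmon against GENCODE 32 and deposited TPM (transcript abundance scaled to one total per library) for each library beside their DESeq2 results. The paper gives one approximate depth for all samples, and the mean counts of the deposited table add up to 31902241 over its genes. Counts of single libraries were not used here, so the number of reads behind each value is unknown. The deposited TPM added up to 999181 to 999300 per library, and 13083 to 13316 genes per library had at least 1 TPM. Mitochondrial genes took 2.89% to 4.53% of the TPM. Ribosomal protein genes took 13.8% in the Ctrl library and 14.0% in the treated library of replicate 1, and 12.7% to 13.2% in the other libraries. Pearson correlations between libraries on the log2 scale ran from 0.976 to 0.987. The tests used limma on log2(TPM + 1) for the 13242 genes with a mean of at least 1 TPM, were two-sided and adjusted by Benjamini-Hochberg, with a threshold of 0.05 and no term for the replicate number. Every library correlated best with the library of the other group that carries its own replicate number (8 of 8, correlations of the residuals from 0.174 to 0.446), so the same-numbered libraries behaved as pairs. Values from a fit with the replicate number as a block are therefore given where the block changes a call or a count. In data simulated with each gene's mean and spread, a log2 change of 0.75 was found in 70% of 50 genes without the block and 44% with it. The simulated libraries shared no variation by replicate number, so these shares do not show what the block does in the real ones. They also held planted changes of 1.5 and 3, whose calls ease the adjusted threshold for smaller changes. The shares can therefore overstate the power in real libraries with few calls. In the real libraries, 327 genes had an unadjusted p under 0.05 from limma without the block and 902 with it. Of the 19303 gene IDs listed, 1043 are absent from the primary annotation of GENCODE 44, 567 of them with the symbol of a gene that is in it, and the 1043 took 5.68% of the TPM.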

The reads obtained by the sequencing were quantified as transcripts by Salmon, which showed an average mapping coverage of 92%. Differential gene expression analysis was then performed to identify the significant target genes of *D. rotundifolia* 3× treatment. The differential expression output obtained from DESeq2 analysis displayed a total of 69 statistically significant (padj < 0.05) differentially expressed genes (DEGs); 44 genes were upregulated (Table 1), and 25 genes were downregulated (Table 2). 

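After 3 h, TIPARP and CYP1B1, a pair of genes that the aryl hydrocarbon receptor (AhR) induces, had higher TPM in every culture with D. rotundifolia 3× than in every Ctrl culture. TIPARP (ENSG00000163659; GRCh38 chromosome 3, 156673235 to 156706770) encodes a mono-ADP-ribosyltransferase that restrains the receptor. It had 20.5 ± 2.92 TPM (SD, n = 4) in Ctrl and 36.5 ± 2.12 TPM (SD, n = 4) with D. rotundifolia 3×, a log2 change of 0.81 (standard error 0.11, adjusted p = 0.170 from limma). CYP1B1 (ENSG00000138061; chromosome 2, 38066973 to 38109902) encodes a cytochrome P450 that oxidizes xenobiotics. It had 86.7 ± 16.8 TPM (SD, n = 4) in Ctrl and 148 ± 28.0 TPM (SD, n = 4) with D. rotundifolia 3×, a log2 change of 0.77 (standard error 0.18, adjusted p = 1.00 from limma, or 0.0205 with the replicate number as a block). Of the AhR target genes, a list drawn up before the data were examined but after the paper's tables had been read, 6 were tested. None passed over all genes and 2, TIPARP and CYP1B1, passed when adjusted over the list alone, against 1 and 2 with the block. As a group these genes lay above all other genes in limma's camera test with its preset correlation (adjusted p = 0.000154), a call that was lost with a correlation estimated from the data (adjusted p = 0.150 with an estimated correlation), and fry called it with the block (0.0225) and not without it (0.224). Over all genes, limma called 1 gene higher and 0 lower, and 327 genes had an unadjusted p under 0.05. The called gene was PPP1R10, a regulatory subunit of protein phosphatase 1, on the gene ID ENSG00000206489, which was listed at 0 in all 4 Ctrl libraries and had 13.7 to 15.4 TPM in the treated ones (adjusted p = 1.08e-07 from limma). Another copy of PPP1R10, ENSG00000231737, had 35.2 ± 4.36 TPM (SD, n = 4) in Ctrl and 20.0 ± 6.84 TPM (SD, n = 4) with D. rotundifolia 3×, and TPM summed over all copies gave a log2 change of −0.046 (standard error 0.13) and 0 calls. The block gave 2 calls, PPP1R10 and CYP1B1, leaving out both libraries of replicate 1 gave 3, and the authors' Wald p-values over the same genes gave 62. The count of 1 was 3 without the Ctrl library of replicate 1, 5 without that of replicate 3, and 2 without the Ctrl library of replicate 2 or the treated library of replicate 2 or 3. In the authors' deposited table, 44 genes are upregulated and 25 downregulated at padj < 0.05. Of those 69 genes, 61 were tested here; all 61 had the sign of the authors' deposited table, 39 had an unadjusted p under 0.05 from limma, and 61 had one with the block. They were chosen on these libraries, so their signs are not independent evidence. In all, 136 genes were higher and 67 lower in every treated library than in every Ctrl library. Chance gives 189 in each direction if the 8 libraries are exchangeable. Libraries that behave as pairs are not, so these counts cannot be judged against that number. In all 4 same-numbered pairs, 1254 genes were higher and 795 lower with D. rotundifolia 3×, where chance gives 828 in each direction.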

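Among the genes with lower mRNA after 3 h, ANKRD37, SLC2A3 and ADM are induced by hypoxia-inducible factor (HIF) and DEPP1 by FOXO transcription factors. In each of these genes every culture with D. rotundifolia 3× lay below every Ctrl culture. ANKRD37 (ENSG00000186352; GRCh38 chromosome 4, 185396021 to 185400628) had 3.42 ± 0.759 TPM (SD, n = 4) in Ctrl and 1.08 ± 0.202 TPM (SD, n = 4) with D. rotundifolia 3×, a log2 change of −1.08 (standard error 0.14, adjusted p = 0.170 from limma). SLC2A3 (ENSG00000059804; chromosome 12, 7919230 to 8019007), a glucose transporter, had 37.1 ± 9.84 TPM (SD, n = 4) and 19.5 ± 1.79 TPM (SD, n = 4), a log2 change of −0.85 (standard error 0.19, adjusted p = 1.00 from limma). DEPP1, a regulator of autophagy, had 12.0 ± 1.59 TPM (SD, n = 4) and 6.43 ± 0.704 TPM (SD, n = 4), a log2 change of −0.80 (adjusted p = 0.201 from limma). ADM, which encodes the peptide adrenomedullin, had a log2 change of −0.47 (standard error 0.09, adjusted p = 0.717). Of 28 tested HIF target genes, 24 had a lower mean with D. rotundifolia 3×; 0 passed limma's test over all genes, and 3, ANKRD37, ADM and SLC2A3, fell when adjusted over the list alone (5 with the block). The list lay below other genes in camera's test with the preset correlation (adjusted p = 4.35e-11, and adjusted p = 0.150 with an estimated correlation). Of 14 FOXO target genes, 10 had a lower mean, 0 passed over all genes and DEPP1 alone fell when adjusted over the list alone (camera adjusted p = 0.0310, or 0.0848 with the block, and adjusted p = 0.75 with an estimated correlation). In the authors' deposited table, whose log2FoldChange values were shrunken with lfcShrink, the called genes ran from −0.51 for SLC2A3 to 0.70 for CYP1B1, and 7 lay beyond 0.4 in either direction. On log2(TPM + 1), without shrinkage, the 39 tested genes of Table 1 all had a positive log2 change, with a median of 0.46, and the 22 tested genes of Table 2 all had a negative one, with a median of −0.47. With TPM summed by symbol, 37 of 39 were positive with a median of 0.30 and 23 of 24 negative with a median of −0.41. Those genes were selected on the same libraries, so the signs are not independent evidence.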

The lof2FoldChange ranged from + 0.7 (maximum upregulation, Table 1) to − 0.51 (maximum downregulation, Table 2).

**Table 1:** Statistically significant upregulated genes in 16HBE cells treated for 3 h with *D. rotundifolia* 3x.

ENSEMBL ID	Symbol	log2 Fold change	lfcSE	baseMean	padj	Gene description
ENSG00000138061	*CYP1B1*	0.702	0.036	18,306.85	2.5E−79	Cytochrome P450 family 1 subfamily B member 1
ENSG00000163659	*TIPARP*	0.607	0.062	3055.70	7.7E−19	TCDD inducible poly(ADP-ribose) polymerase
ENSG00000124882	*EREG*	0.437	0.069	3248.29	1.5E−07	Epiregulin
ENSG00000115008	*IL1A*	0.436	0.060	3083.65	1.4E−09	Interleukin 1 alpha
ENSG00000197632	*SERPINB2*	0.413	0.062	2963.76	4.0E−08	Serpin family B member 2
ENSG00000260261	*AC124944.3*	0.391	0.063	424.71	2.9E−07	Programmed cell death 6 (PDCD6) pseudogene
ENSG00000118564	*FBXL5*	0.365	0.064	1637.91	1.3E−05	F-box and leucine rich repeat protein 5
ENSG00000109321	*AREG*	0.340	0.059	5103.51	6.4E−06	Amphiregulin
ENSG00000182585	*EPGN*	0.335	0.064	1402.14	1.0E−04	Epithelial mitogen
ENSG00000139289	*PHLDA1*	0.311	0.054	3077.59	7.9E−06	Pleckstrin homology like domain family A member 1
ENSG00000235220	*HLA-F*	0.306	0.062	315.13	4.2E−04	Major histocompatibility complex, class I, F
ENSG00000104361	*NIPAL2*	0.287	0.063	662.15	1.8E−03	NIPA like domain containing 2
ENSG00000119927	*GPAM*	0.277	0.070	1520.61	2.1E−02	Glycerol-3-phosphate acyltransferase, mitochondrial
ENSG00000081041	*CXCL2*	0.273	0.070	525.50	2.8E−02	C-X-C motif chemokine ligand 2
ENSG00000277758	*FO681492.1*	0.266	0.051	96.38	3.2E−05	Synaptotagmin-15
ENSG00000175414	*ARL10*	0.258	0.063	339.66	9.1E−03	ADP ribosylation factor like GTPase 10
ENSG00000120738	*EGR1*	0.256	0.046	3828.16	2.5E−05	Early growth response 1
ENSG00000154639	*CXADR*	0.254	0.062	1339.05	1.4E−02	CXADR Ig-like cell adhesion molecule
ENSG00000087074	*PPP1R15A*	0.252	0.047	3208.72	7.8E−05	Protein phosphatase 1 regulatory subunit 15A
ENSG00000178295	*GEN1*	0.248	0.054	1919.26	2.4E−03	GEN1 Holliday junction 5′ flap endonuclease
ENSG00000139292	*LGR5*	0.247	0.054	102.30	1.8E−03	Leucine rich repeat containing G protein-coupled receptor 5
ENSG00000136244	*IL6*	0.244	0.066	1010.05	5.0E−02	Interleukin 6
ENSG00000005243	*COPZ2*	0.243	0.063	159.54	2.3E−02	COPI coat complex subunit zeta 2
ENSG00000235030	*IER3*	0.233	0.049	3086.81	1.1E−03	Immediate early response 3
ENSG00000111912	*NCOA7*	0.230	0.043	7681.40	8.6E−05	Nuclear receptor coactivator 7
ENSG00000118523	*CTGF*	0.229	0.060	1498.96	3.9E−02	Cellular communication network factor 2
ENSG00000103995	*CEP152*	0.225	0.062	622.41	2.9E−02	Centrosomal protein 152
ENSG00000159086	*PAXBP1*	0.221	0.057	1656.63	2.9E−02	PAX3 and PAX7 binding protein 1
ENSG00000102804	*TSC22D1*	0.212	0.048	2739.98	4.5E−03	TSC22 domain family member 1
ENSG00000108669	*CYTH1*	0.212	0.057	1860.07	5.0E−02	Cytohesin 1
ENSG00000134294	*SLC38A2*	0.208	0.032	11,532.92	1.0E−07	Solute carrier family 38 member 2
ENSG00000103257	*SLC7A5*	0.194	0.030	35,338.50	1.4E−07	Solute carrier family 7 member 5
ENSG00000129474	*AJUBA*	0.181	0.042	5412.41	6.6E−03	Ajuba LIM protein
ENSG00000100644	*HIF1A*	0.180	0.045	6302.38	1.8E−02	Hypoxia inducible factor 1 subunit alpha
ENSG00000138434	*ITPRID2*	0.152	0.039	18,731.03	3.4E−02	ITPR interacting domain containing 2
ENSG00000010310	*GIPR*	0.151	0.036	120.73	2.5E−03	Gastric inhibitory polypeptide receptor
ENSG00000128272	*ATF4*	0.146	0.037	12,347.69	2.4E−02	Activating transcription factor 4
ENSG00000023445	*BIRC3*	0.137	0.037	13,084.30	5.0E−02	Baculoviral IAP repeat containing 3
ENSG00000206489	*PPP1R10*	0.106	0.026	26.98	1.0E−07	Protein phosphatase 1 regulatory subunit 10
ENSG00000278516	*LENG1*	0.050	0.018	12.47	9.7E−04	Leukocyte receptor cluster member 1
ENSG00000061455	*PRDM6*	0.032	0.019	21.63	1.4E−02	PR/SET domain 6
ENSG00000173503	*LTA*	0.028	0.016	15.34	2.9E−02	Lymphotoxin alpha
ENSG00000189068	*VSTM1*	0.027	0.016	24.23	6.6E−03	V-set and transmembrane domain containing 1
ENSG00000275428	*AC024940.6*	0.026	0.016	23.11	3.3E−03	Ovostatin 2

The table reports the gene identification (ENSEMBL ID, gene symbol and description), the degree of the average expression changes for the 4 experiments (log2FoldChange), the standard error of the change (lfcSE), the mean expression value expressed as the normalized read counts (baseMean) and the adjusted p-values (padj) corrected by the Benjamini–Hochberg (BH) method.

**Table 2:** Statistically significant downregulated genes in 16HBE cells treated for 3 h with *D. rotundifolia* 3x.

ENSEMBL ID	Symbol	log2FoldChange	lfcSE	baseMean	padj	Gene description
ENSG00000059804	*SLC2A3*	− 0.510	0.070	2797.19	1.4E−09	Solute carrier family 2 member 3
ENSG00000165507	*DEPP1*	− 0.482	0.070	807.55	2.1E−08	DEPP1 autophagy regulator
ENSG00000116285	*ERRFI1*	− 0.384	0.064	5529.11	2.5E−06	ERBB receptor feedback inhibitor 1
ENSG00000168209	*DDIT4*	− 0.323	0.065	4188.35	3.7E−04	DNA damage inducible transcript 4
ENSG00000146830	*GIGYF1*	− 0.322	0.068	2461.89	1.2E−03	GRB10 interacting GYF protein 1
ENSG00000183691	*NOG*	− 0.303	0.070	430.04	5.2E−03	Noggin
ENSG00000204267	*TAP2*	− 0.297	0.070	824.16	9.1E−03	Transporter 2, ATP binding cassette subfamily B member
ENSG00000213859	*KCTD11*	− 0.284	0.063	1506.09	2.8E−03	Potassium channel tetramerization domain containing 11
ENSG00000169992	*NLGN2*	− 0.273	0.068	1214.66	1.6E−02	Neuroligin 2
ENSG00000171345	*KRT19*	− 0.269	0.050	30,099.26	8.1E−05	Keratin 19
ENSG00000148926	*ADM*	− 0.266	0.070	392.45	3.9E−02	Adrenomedullin
ENSG00000177606	*JUN*	− 0.260	0.062	1999.96	9.1E−03	Jun proto-oncogene, AP-1 transcription factor subunit
ENSG00000145331	*TRMT10A*	− 0.259	0.068	387.61	3.8E−02	tRNA methyltransferase 10A
ENSG00000135636	*DYSF*	− 0.253	0.056	2045.20	2.7E−03	Dysferlin
ENSG00000099308	*MAST3*	− 0.253	0.066	455.28	2.9E−02	Microtubule associated serine/threonine kinase 3
ENSG00000113369	*ARRDC3*	− 0.244	0.059	942.12	1.4E−02	Arrestin domain containing 3
ENSG00000104517	*UBR5*	− 0.235	0.056	3357.96	1.0E−02	Ubiquitin protein ligase E3 component n-recognin 5
ENSG00000186352	*ANKRD37*	− 0.222	0.049	73.34	1.2E−03	Ankyrin repeat domain 37
ENSG00000146674	*IGFBP3*	− 0.204	0.053	22,877.33	3.3E−02	Insulin like growth factor binding protein 3
ENSG00000115524	*SF3B1*	− 0.203	0.039	11,529.03	1.2E−04	Splicing factor 3b subunit 1
ENSG00000070614	*NDST1*	− 0.175	0.036	13,053.04	1.0E−03	N-deacetylase and N-sulfotransferase 1
ENSG00000232070	*TMEM253*	− 0.113	0.028	38.83	1.4E−05	Transmembrane protein 253
ENSG00000241370	*RPP21*	− 0.056	0.019	14.73	5.3E−04	Ribonuclease P/MRP subunit p21
ENSG00000282752	*CTDP1*	− 0.040	0.018	14.79	3.9E−02	CTD phosphatase subunit 1
ENSG00000069188	*SDK2*	− 0.029	0.013	8.71	1.2E−02	Sidekick cell adhesion molecule 2

For the legend see Table 1.

### Gene ontology classification of differentially expressed genes

To better understand the functions of the identified genes, functional analysis was performed by submitting the up- and downregulated gene list to gene ontology (GO) enrichment analysis using the Bioconductor/R package gprofiler2. The representative enriched biological processes and the genes associated with these processes are represented in Table 3. The DEGs were mainly enriched in biological processes, including general functions such as “regulation of response to stimulus”, which includes 34 of the 69 genes, and more specific biological activities, such as “vasculature development” (13 of 69 genes) and “positive regulation of vascular endothelial growth factor production” (5 of 69 genes). A group of 10 genes is associated with the function “epithelial cell proliferation”. This gene set includes the upregulated gene *LGR5* (a GPCR receptor protein and member of the Wnt signalling pathway that controls cell proliferation), the downregulated gene *IGFBP3* (encoding insulin-like growth factor-binding protein 3, which exerts anti-proliferative effects in many cell types) and 8 other genes with specific GO functions related to epithelial regulation (the upregulated epithelial growth factor-like ligands *EREG* and *EPGN*, the downregulated EGF-linked inhibitor *ERRFI1*), proteins involved in cell membrane repair (*DYSF*) or in tissue development (*NOG*) and two transcription factors (*HIF1A* and *JUN*). 

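After 3 h, EPGN, EREG, AREG, LGR5 and HIF1A had higher mean TPM with D. rotundifolia 3× than with Ctrl, and IGFBP3, ERRFI1, NOG, DYSF and JUN had lower means. EPGN (ENSG00000182585; GRCh38 chromosome 4, 74308470 to 74316789), a ligand of the epidermal growth factor receptor (EGFR), had 182 ± 32.2 TPM (SD, n = 4) in Ctrl and 255 ± 37.7 TPM (SD, n = 4) with D. rotundifolia 3×, a log2 change of 0.49 (standard error 0.15). EREG (ENSG00000124882), another EGFR ligand, had 16.3 ± 11.6 TPM (SD, n = 4) and 25.6 ± 12.1 TPM (SD, n = 4), a log2 change of 0.73 (standard error 0.45). LGR5, the R-spondin receptor of Wnt signalling, had 0.582 ± 0.217 TPM (SD, n = 4) and 1.58 ± 0.675 TPM (SD, n = 4), a log2 change of 0.67 (standard error 0.21). ERRFI1 (ENSG00000116285), whose protein binds and inhibits EGFR, had 55.4 ± 11.1 TPM (SD, n = 4) and 39.4 ± 14.6 TPM (SD, n = 4), a log2 change of −0.52 (standard error 0.23). IGFBP3 (ENSG00000146674), which binds insulin-like growth factors, had 271 ± 103 TPM (SD, n = 4) and 228 ± 75.2 TPM (SD, n = 4). Its log2 change of −0.22 (standard error 0.37) was 0.052 without the treated library of replicate 1 alone and −0.28 without both libraries of that pair. The BMP antagonist NOG had a log2 change of −0.56, DYSF of membrane repair −0.27, and the transcription factors JUN −0.31 and HIF1A 0.22; AREG, a further ligand, had 0.46 (standard error 0.56). In each of these 10 genes the pairs of same-numbered libraries all differed in the same direction. Limma called 0 of them over all genes (adjusted p = 1.00 for each) and 0 when adjusted over the list alone; with the block the counts were 0 and 10, on a list that the study chose on these libraries and that is not independent evidence. All 6 tested EGFR ligand genes had a higher mean; 0 passed over all genes and 0 when adjusted over the list alone, or 4 with the block (camera adjusted p = 0.0310, and adjusted p = 0.574 with an estimated correlation, fry 0.869, or 0.0225 with the block). The libraries of replicate 1 stood apart in these genes: in 28 of 34 genes of the EGFR ligand, ERK output and cytokine lists, both of its libraries had the highest TPM of their group, where chance gives 2.13. The ligand HBEGF had 26.2 TPM in its Ctrl library and 5.45 to 8.03 TPM in the other Ctrl libraries, and its log2 change of 0.36 was −0.023 without the treated library of replicate 1 alone and 0.43 without both libraries of that pair.

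**Figure D1:**
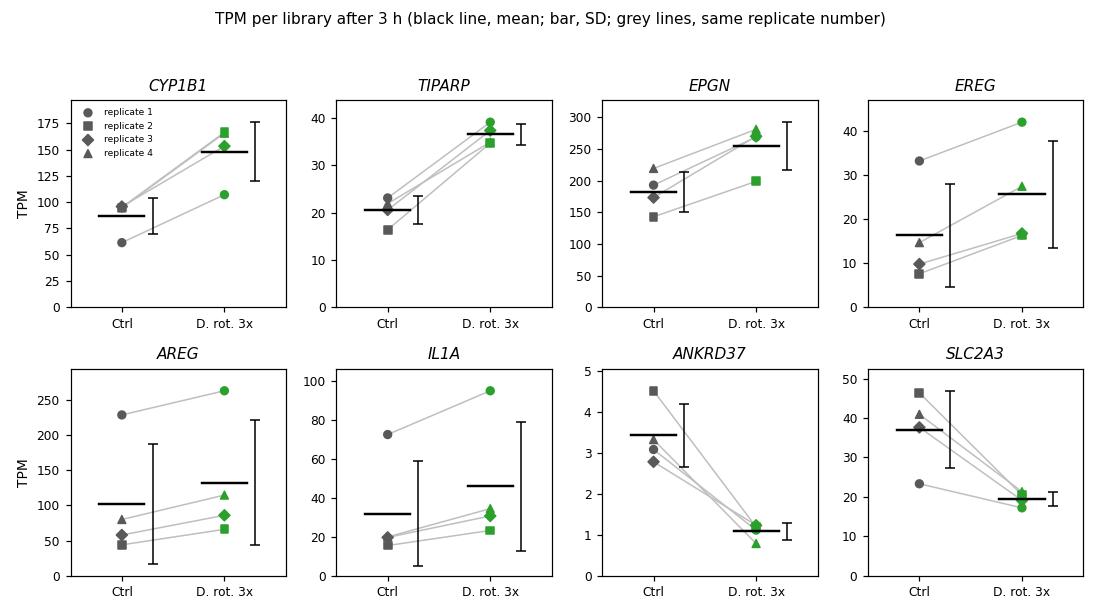
TPM of CYP1B1, TIPARP, EPGN, EREG, AREG, IL1A, ANKRD37 and SLC2A3 after 3 h in Ctrl (grey) and with D. rotundifolia 3× (green). Points are libraries, lines join libraries of the same replicate number, and horizontal lines and bars are the mean and SD of 4 libraries; EREG, AREG and IL1A were highest in replicate 1 of both groups.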

A group of DEGs is related to the production of cytokines, suggesting their possible role in immunity. 

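After 3 h, the cytokine and chemokine genes IL1A, IL6 and CXCL2 had higher mean TPM with D. rotundifolia 3× than with Ctrl. In IL1A the difference of the means was smaller than the spread between replicates, which same-numbered libraries shared. Each of its pairs was higher when treated (72.4 to 94.8, 15.5 to 23.2, 19.7 to 30.7 and 19.9 to 34.4 TPM). With the block IL1A was still not called over all genes. IL1A (ENSG00000115008; GRCh38 chromosome 2, 112773925 to 112784493) encodes an alarmin that epithelial cells release on damage. It had 31.9 ± 27.1 TPM (SD, n = 4) in Ctrl and 45.8 ± 33.0 TPM (SD, n = 4) with D. rotundifolia 3×, a log2 change of 0.58 (standard error 0.55, adjusted p = 1.00 from limma). Replicate 1 had 72.4 TPM of IL1A in Ctrl and 94.8 TPM with D. rotundifolia 3×, against 15.5 to 19.9 TPM and 23.2 to 34.4 TPM in the other replicates. IL6, a cytokine of the acute-phase response, had 40.9 ± 11.4 TPM (SD, n = 4) in Ctrl and 53.0 ± 14.0 TPM (SD, n = 4) with D. rotundifolia 3×, a log2 change of 0.37 (standard error 0.22). CXCL2, a neutrophil chemoattractant, had 11.1 ± 3.67 TPM (SD, n = 4) and 15.8 ± 3.98 TPM (SD, n = 4), a log2 change of 0.49 (standard error 0.22). EGR1, an immediate-early transcription factor, had a log2 change of 0.30 (standard error 0.14). The chemokine genes CXCL1 and CXCL8 had log2 changes of 0.30 and 0.28, which were −0.014 and −0.067 without the treated library of replicate 1 alone, a library from a pair with high levels in both groups, and 0.33 and 0.31 without both libraries of that pair; both genes were higher in 4 of 4 pairs. IL24, a cytokine of the IL-10 family, had a log2 change of 0.87 (standard error 0.76) and was higher with D. rotundifolia 3× in 2 of 4 same-numbered pairs. Of the genes that Table 3 lists under positive regulation of cytokine production, 9 were tested and all 9 had a higher mean; 0 passed over all genes and 2 when adjusted over the list alone, or 1 and 9 with the block. The study chose that list on these libraries, so it is not independent evidence. Its largest change, 1.13 for HLA-F, was absent once the gene IDs of HLA-F were summed. Of 18 tested cytokine and chemokine genes, listed before the data were examined but after the paper's tables had been read, 17 had a higher mean. Of the 18, 0 passed in limma over all genes and 0 when adjusted over the list alone, or 0 and 7 with the block. As a group they did not pass camera's test (adjusted p = 0.0538); with the block the camera p was 3.25e-08 (adjusted p = 0.236 with an estimated correlation) and the fry p 0.0225.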

Other processes that are significantly associated with the target genes are “regulation of cell death” and “positive regulation of the mitotic cell cycle”, suggesting their involvement in the recovery of epithelial tissue.

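Among the genes of cell death and the mitotic cell cycle, NCOA7, GEN1 and DDIT4 had 3 h changes of less than 0.5 on the log2 scale. NCOA7, a nuclear receptor coactivator that protects against oxidative stress, had 72.0 ± 6.00 TPM (SD, n = 4) in Ctrl and 87.1 ± 6.04 TPM (SD, n = 4) with D. rotundifolia 3×, a log2 change of 0.27 (standard error 0.08). GEN1, which resolves recombination intermediates in mitotic cells, had 16.7 TPM in Ctrl and 20.8 TPM with D. rotundifolia 3×, a log2 change of 0.30 (standard error 0.13). DDIT4, a stress-induced inhibitor of mTORC1, had 69.4 TPM and 51.8 TPM, a log2 change of −0.45 (standard error 0.20). None of the 3 passed limma's test (adjusted p = 1.00 for each, n = 4 per group). Of the Table 3 genes of regulation of cell death, 18 were tested: 13 had a higher and 5 a lower mean, 1 passed over all genes and 5 when adjusted over the list alone, or 2 and 18 with the block. All 5 tested genes of positive regulation of the mitotic cell cycle had a higher mean; 1 passed over all genes and 2 when adjusted over the list alone, or 1 and 5 with the block. The 1 gene that passed in both terms was the PPP1R10 copy listed at 0 in Ctrl, which has no difference once the copies are summed. The rise of HLA-F, a gene of the cell death term, was also absent once its gene IDs were summed. Of 13 tested genes of vasculature development, 8 had a higher mean, and all 5 tested genes of vascular endothelial growth factor production did; 0 of either term passed over all genes, 5 and 1 passed when adjusted over the list alone, and with the block 1 of each passed over all genes and 13 and 5 when adjusted over the list alone. These terms were selected on the same libraries, so the counts are not independent evidence. Cell cycle genes listed before the data were examined gave 0 calls in limma at either G1/S or G2/M, over all genes and adjusted over the list alone (camera adjusted p = 0.961 and 0.848). Of 29 tested genes of the amino acid response driven by ATF4, 28 had a higher mean, among them the amino acid transporter SLC38A2 with 131 TPM in Ctrl and 154 TPM with D. rotundifolia 3×. None of the 29 passed over all genes or when adjusted over the list alone (8 with the block), and the list's camera p was 0.000310 (adjusted p = 0.986 with an estimated correlation, fry 0.952, or 0.0225 with the block). From the terms for cell death and the mitotic cell cycle, the paper proposes that the target genes take part in the recovery of epithelial tissue.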

**Table 3:** Representative biological processes and associated differentially expressed genes (DEGs) in 16HBE cells treated with *D. rotundifolia* 3 × for 3 h.

GO term	Biological processes	*p*-value	n. genes	DEGs
GO:0010575	Positive regulation of vascular endothelial growth factor production	8.24E−05	5	*CYP1B1, IL1A, HIF1A, ATF4, IL6*
GO:0048583	Regulation of response to stimulus	0.003206	34	*CYP1B1, IL1A, SERPINB2, PPP1R10, EREG, ERRFI1, AREG, EGR1, PPP1R15A, NCOA7, EPGN, DDIT4, HLA-F, IER3, LGR5, GIPR, DYSF, NOG, AJUBA, JUN, UBR5, ARRDC3, CXADR, NLGN2, HIF1A, GPAM, ATF4, LTA, IGFBP3, CTDP1, ADM, BIRC3, CYTH1, IL6*
GO:0050673	Epithelial cell proliferation	0.003256	10	*EREG, ERRFI1, AREG, EPGN, LGR5, DYSF, NOG, JUN, HIF1A, IGFBP3*
GO:0042035	Regulation of cytokine biosynthetic process	0.005926	4	*IL1A, EREG, ERRFI1, EGR1*
GO:1901184	Regulation of ERBB signalling pathway	0.008551	4	*EREG, ERRFI1, AREG, EPGN*
GO:0001944	Vasculature development	0.011299	13	*CYP1B1, TIPARP, IL1A, EREG, ERRFI1, EGR1, EPGN, DYSF, NOG, JUN, HIF1A, ADM, IL6*
GO:0001819	Positive regulation of cytokine production	0.014852	10	*CYP1B1, IL1A, EREG, EGR1, HLA-F, HIF1A, ATF4, LTA, BIRC3, IL6*
GO:0045931	Positive regulation of mitotic cell cycle	0.017961	5	*IL1A, PPP1R10, EREG, EPGN, GEN1*
GO:0050678	Regulation of epithelial cell proliferation	0.02095	8	*EREG, ERRFI1, AREG, EPGN, DYSF, NOG, JUN, HIF1A*
GO:0010941	Regulation of cell death	0.021917	19	*CYP1B1, IL1A, SERPINB2, PPP1R10, PHLDA1, EGR1, NCOA7, DDIT4, HLA-F, IER3, NOG, JUN, HIF1A, ATF4, LTA, IGFBP3, ADM, BIRC3, IL6*
GO:0001568	Blood vessel development	0.038694	12	*CYP1B1, TIPARP, IL1A, EREG, EGR1, EPGN, DYSF, NOG, JUN, HIF1A, ADM, IL6*
GO:0050679	Positive regulation of epithelial cell proliferation	0.049145	6	*AREG, EPGN, DYSF, NOG, JUN, HIF1A*

Table reports enriched biological processes identification (GO term and Biological process name), the number of differentially expressed genes belonging to each biological processes and their gene symbols. *p*-values indicate the enrichment significance obtained with g_SCS algorithm of gprofiler2 analysis, as described in the “Materials and methods” section.

### RT-qPCR validation of the *D. rotundifolia* 3× target genes

For mRNA expression validation, genes that are associated with enriched biological processes and identified by RNA-seq were investigated by RT-qPCR to validate the effects of *D. rotundifolia* 3× on mRNA expression (Table 4). Importantly, genes were selected mainly if they were associated with a biological function (Table 3), and then cut-off values were applied to the genes reported in Tables 1 and 2 as follows: log2FoldChange > 0.1 and <  − 0.1, baseMean > 100 and transcripts per million (TPM) > 1 (data not shown). For many candidate genes, the analysis of their expression based on the experimental series of the RNA-seq study was corroborated by the inclusion of results from 4 new follow-up experiments (for a total of 8 independent samples).

**Table 4:** mRNA expression in 16HBE cells incubated with *D. rotundifolia* 3 × or Ctrl for 3 h.

Gene	n	*D. rotundifolia* 3x (MNE) (mean ± SD)	Ctrl (MNE) (mean ± SD)	Log2FoldChange	SE	*p*-val
***TIPARP***	**4**	**0.0082 ± 0.0008**	**0.0041 ± 0.0003**	**0.982**	**0.149**	**0.013**
***CYP1B1***	**8**	**0.0549 ± 0.0044**	**0.0345 ± s0.0042**	**0.921**	**0.069**	**0.000**
***SERPINB2***	**4**	**0.0004 ± 0.0000**	**0.0002 ± 0.0000**	**0.781**	**0.129**	**0.026**
***EREG***	**8**	**0.0104 ± 0.0025**	**0.0084 ± 0.0031**	**0.574**	**0.099**	**0.037**
***AREG***	**8**	**0.0492 ± 0.0109**	**0.0398 ± 0.0115**	**0.519**	**0.225**	**0.018**
*EPGN*	8	0.0190 ± 0.0041	0.0138 ± 0.0036	0.491	0.157	0.094
*IL1A*	8	0.0121 ± 0.0014	0.0088 ± 0.0006	0.433	0.077	0.337
***CTGF***	**4**	**0.0090 ± 0.0006**	**0.0068 ± 0.0005**	**0.415**	**0.121**	**0.045**
*PPP1R15A*	4	0.0132 ± 0.0015	0.0101 ± 0.0009	0.381	0.162	0.102
*CXCL2*	4	0.0279 ± 0.0041	0.0214 ± 0.0027	0.362	0.16	0.138
*AJUBA*	4	0.0187 ± 0.0019	0.0146 ± 0.0006	0.34	0.142	0.125
***PHLDA1***	**8**	**0.0255 ± 0.0071**	**0.0205 ± 0.0056**	**0.331**	**0.188**	**0.034**
*IL6*	4	0.0110 ± 0.0010	0.0088 ± 0.0003	0.305	0.092	0.067
*EGR1*	8	0.0566 ± 0.0090	0.0472 ± 0.0053	0.239	0.174	0.115
*CXCL8*	4	0.0112 ± 0.0007	0.0097 ± 0.0007	0.222	0.101	0.136
*NCOA7*	4	0.0034 ± 0.0004	0.0030 ± 0.0002	0.177	0.161	0.342
*SASH1*	4	0.0029 ± 0.0003	0.0026 ± 0.0003	0.17	0.204	0.446
*HBEGF*	4	0.0030 ± 0.0004	0.0027 ± 0.0001	0.106	0.095	0.339
*DDIT3*	4	0.0077 ± 0.0004	0.0076 ± 0.0008	0.03	0.128	0.923
*PIK3C2A*	4	0.0030 ± 0.0003	0.0029 ± 0.0002	0.028	0.179	0.801
*NR2F2*	4	0.0482 ± 0.0024	0.0504 ± 0.0067	− 0.035	0.144	0.700
*IGFBP3*	4	0.2175 ± 0.0381	0.2247 ± 0.0377	− 0.039	0.138	0.758
*IRS2*	4	0.0078 ± 0.0003	0.0086 ± 0.0008	− 0.123	0.158	0.474
*JUN*	4	0.0047 ± 0.0006	0.0051 ± 0.0004	− 0.14	0.075	0.200
***ADM***	**4**	**0.0022 ± 0.0002**	**0.0025 ± 0.0001**	− **0.214**	**0.057**	**0.022**
*DDIT4*	8	0.0386 ± 0.0102	0.0514 ± 0.0160	− 0.404	0.248	0.403
*SCL2A3*	4	0.0093 ± 0.0010	0.0123 ± 0.0010	− 0.407	0.176	0.115
***ERRFI1***	**8**	**0.0180 ± 0.0026**	**0.0234 ± 0.0019**	− **0.42**	**0.172**	**0.006**
*DEPP1*	4	0.0058 ± 0.0004	0.0081 ± 0.0007	− 0.478	0.149	0.059
***ARRDC3***	**8**	**0.0040 ± 0.0009**	**0.0067 ± 0.0009**	** − 0.757**	**0.11**	**0.017**

16HBE cells were cultured with *D. rotundifolia* 3 × or the control for 3 h, and their mRNA expression of the indicated genes was evaluated by RT-qPCR. Gene expression is depicted as the mean normalized expression (MNE) after *GAPDH* mRNA normalization (mean ± SD of the indicated number of experiments). *p*-values were calculated by Student’s t test. Values in bold indicate *p*-value < 0.05.

As shown in Table 4, RT-qPCR confirmed the significant changes in the regulation of 10 genes identified by the RNA-seq analysis. The remaining investigated genes showed changes similar to those revealed by RNA-seq (see Tables 1, 2), which were not statistically significant. 

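The RNA-seq changes of the genes chosen for RT-qPCR had the sign of the RT-qPCR value in 29 of 30 genes after 3 h (exact binomial test, two-sided p = 5.77e-08). The exception was PIK3C2A, a lipid kinase of vesicle traffic, with a log2 change of −0.0072 by RNA-seq (standard error 0.18). Its change was 0.023 without the Ctrl library and 0.067 without the treated library of replicate 1, and 0.086 without the Ctrl library and 0.10 without the treated library of replicate 2. ARRDC3, an arrestin that sorts receptors for degradation, had the lowest value of the 30 in the RNA-seq, a log2 change of −0.96 (standard error 0.31, adjusted p = 1.00 from limma, n = 4 per group). CCN2, which encodes connective tissue growth factor and is the gene the paper calls CTGF, had a log2 change of 0.30, or −0.029 without the treated library of replicate 1 alone and 0.33 without both libraries of that pair. Over the 30 genes, Pearson's r between the log2 changes by RNA-seq and by RT-qPCR was 0.946 and Spearman's rho 0.935 (permutation test, p = 1e-05 for each, the smallest that 100000 permutations allow). This is a correlation across genes, which are not independent replicates, and the genes were chosen on these RNA-seq libraries, so the signs are not independent evidence of the RNA-seq changes. The RT-qPCR was also based on the experiments of the RNA-seq, and only 10 of the 30 genes drew on new experiments as well. All 10 had the same sign, and for the other genes the RT-qPCR measured those experiments again. Leaving out the treated library of replicate 1 alone left 26 of 30 genes with the same sign, and leaving out its Ctrl library alone, or both libraries of that pair, gave 30 of 30.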

Notably, the differential expression changes in the relevant genes associated with the enriched biological processes, such as *CY1B1*, *EREG*, *AREG*, *CTGF*, and *ERR1F1*, were verified by RT-qPCR in new follow-up experiments performed with cells treated for 3 h with *D. rotundifolia* 3×.

### Time course of the *D. rotundifolia* 3× effect

Some representative and very well-expressed genes were selected to investigate the kinetics of the effects of *D. rotundifolia* 3× during the time course of the cell treatment. A new series of four experiments was performed, in which the cells were incubated for 2 h, 6 h, and 24 h with the medicine or the control. Figure 2 displays the mRNA expression of *AREG*, *CTGF*, *CXCL8*, *CYP1B1*, *EGR1*, *EREG*, *IL-1α* and *TIPARP* in cells with and without *D. rotundifolia* 3× at the indicated times. The results of all four experiments are separately shown since one of the experiments resulted in higher levels of mRNA expression for a few genes (e.g., *CXCL8*, *EREG* and *IL-1α*). Despite the heterogeneity in the basal gene expression, the direction of the effect is clear-cut, and it is largely significant for at least one time point based on the statistics for the paired data. The experiments showed that the effect of *D. rotundifolia* 3× on most genes starts already at two hours, it is expressed in a higher degree after 6 h, while it decreases at 24 h. Exceptions to this trend are *CYP1B1* and *TIPARP*, which showed the maximum activity at 2 h, which was decreased at 6 h and further decreased at 24 h.

**Figure 2:**
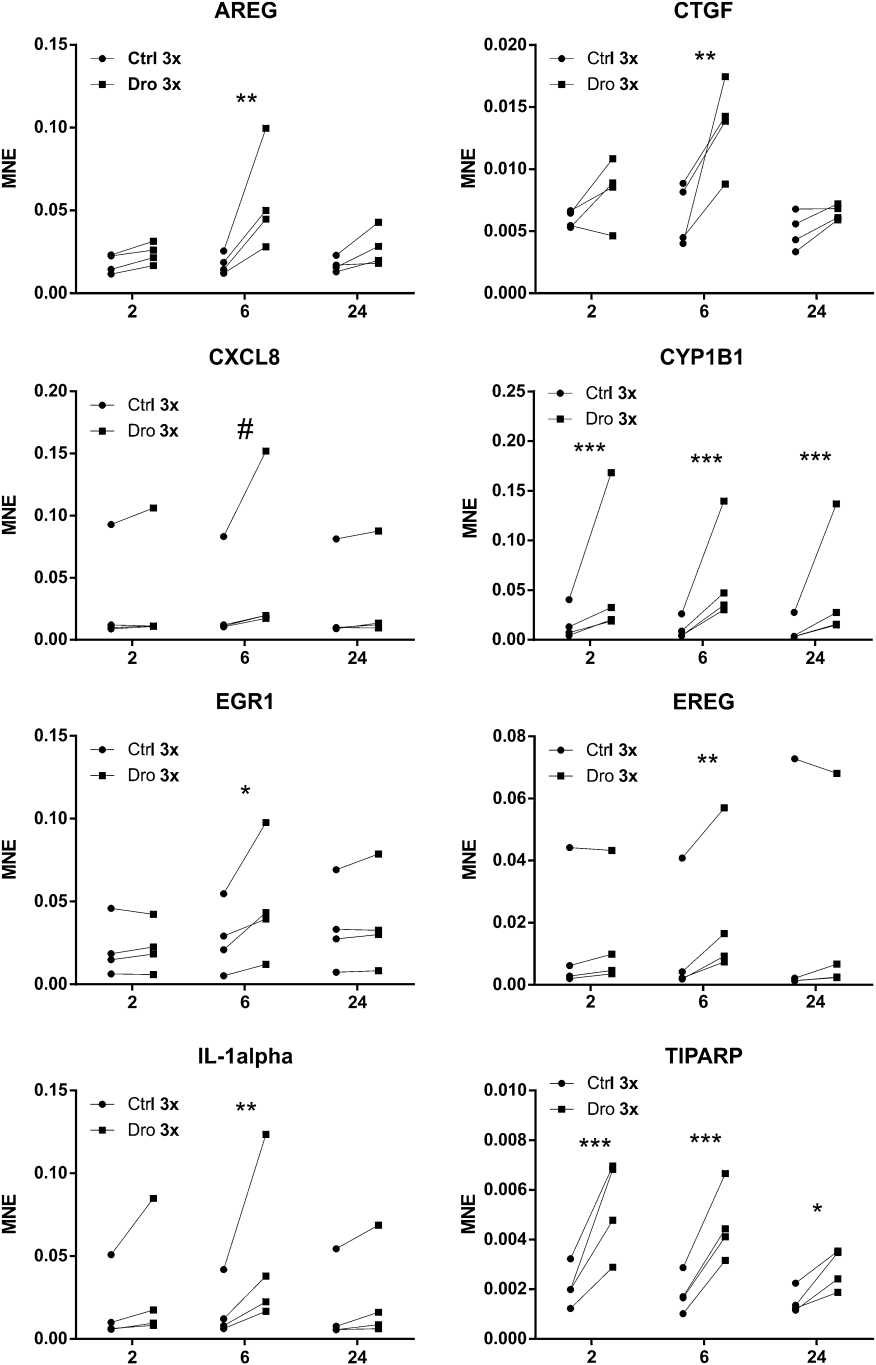
Kinetics of *AREG*, *CTGF*, *CXCL8*, *CYP1B1*, *EGR1*, *EREG*, *IL-1α* and *TIPARP* mRNA expression in 16HBE cells incubated with *D. rotundifolia* 3x. 16HBE cells were cultured with *D. rotundifolia* 3× (Dro 3×) or Ctrl (Ctrl 3×) for up to 24 h to evaluate mRNA expression by RT-qPCR. Gene expression is depicted as the mean normalized expression (MNE) after *GAPDH* mRNA normalization (n = 4). Asterisks indicate a significant increase: *p < 0.05, **p < 0.01, ***p < 0.001, ^#^*p* = 0.057 by two-way ANOVA followed by Bonferroni’s post-test.

Based on these results, a new RNA-seq analysis of the samples incubated for 6 h with *D. rotundifolia* 3× was performed to describe in detail and under the best conditions all of the effects of the plant on the gene transcription of bronchial cells.

### RNA sequencing of 16HBE cells treated with *D. rotundifolia* 3× for 6 h

RNA-seq was performed using the same parameters used for the RNA-seq of 16HBE cells treated with *D. rotundifolia* 3× for 3 h as well as the bioinformatics analysis. 

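The 6 h experiment also had 8 RNA-seq libraries, 4 of 16HBE cells treated with D. rotundifolia 3× and 4 of cells treated with Ctrl, from cultures that were new and not those of the 3 h experiment. The authors deposited TPM and DESeq2 results in the same form, with mean counts that add up to 30205203 over the genes. The TPM added up to 997870 to 998397 per library, and 14086 to 14310 genes per library had at least 1 TPM. Mitochondrial genes took 2.54% to 4.43% of the TPM and ribosomal protein genes 11.9% to 14.0%. Correlations between libraries ran from 0.971 to 0.980. The same limma fit covered 14255 genes. The paper treats the data of these 4 experiments as paired without tying the replicate numbers to them. In the libraries, 7 of 8 correlated best with their own number, with correlations of the residuals of 0.101 to 0.206 and, for replicate 1, 0.0570. The numbers were taken as pairs on the paper's word, after the fits had been seen, so the fit stays without the block and values with it are given where it changes a call or a count. In data simulated in the same way, a log2 change of 0.4 was found in 30% of 50 genes without the block and in 8% with it. One of 1.5 was found in 92% and 82%. These data too held no variation shared by replicate number, so they do not show what the block does in the real libraries. Their larger planted changes eased the adjusted threshold for the smaller ones, so the shares can overstate the power in the real libraries. The annotation differed from that of the 3 h table: 24671 gene IDs were listed, of which 115 are absent from the primary annotation of GENCODE 44, and 17257 IDs occur at both times.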

All samples passed the quality control tests as described for the RNA-seq of the 3 h-treated samples.

The DESeq2 output generated a list of 495 DEGs in 16HBE cells after 6 h of treatment with *D. rotundifolia* 3× compared to treatment with the control (padj < 0.05), which contains a majority of upregulated genes (n = 334). 

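After 6 h, 15 genes rose with D. rotundifolia 3× and 0 fell in limma's test without the replicate number, and 38 rose and 2 fell with the number as a block. The 15 were CYP1B1 and TIPARP, which AhR induces, the EGFR ligand gene EPGN, the cytokine and chemokine genes IL1A, IL24, CXCL1 and CXCL2, the early response genes IER3 and JUNB, the thioredoxin reductase gene TXNRD1, and FBXL5, ADGRF1, STRA6, RAP1GAP and AC008403.1. With the block 8 of the 15 passed, and those that did not were IL24, CXCL2, JUNB, FBXL5, ADGRF1, STRA6 and RAP1GAP. CYP1B1 rose from 15.4 ± 4.12 TPM (SD, n = 4) in Ctrl to 119 ± 3.31 TPM (SD, n = 4) with D. rotundifolia 3×, a log2 change of 2.90 (standard error 0.16, adjusted p = 0.000804 from limma). TIPARP rose from 6.94 ± 1.22 TPM (SD, n = 4) to 14.9 ± 1.53 TPM (SD, n = 4), a log2 change of 1.01 (standard error 0.12, adjusted p = 0.0315). IER3, which limits ERK phosphatases and apoptosis, rose from 36.9 ± 2.84 TPM (SD, n = 4) to 99.2 ± 18.2 TPM (SD, n = 4), a log2 change of 1.39 (standard error 0.12, adjusted p = 0.00943). Of 6 tested AhR target genes, CYP1B1 and TIPARP rose over all genes and 5 rose when adjusted over the list alone, among them the aldehyde dehydrogenase gene ALDH3A1 (log2 change 0.57). In that fit this was the one list that passed camera with the preset correlation (adjusted p = 8.06e-11) and with an estimated one (adjusted p = 0.0114 with an estimated correlation, or 0.116 with the block, and fry 0.000137). Of 22 immediate-early genes, IER3 and JUNB (IER3 and FOSL1 with the block) rose over all genes and 11 rose when adjusted over the list alone (camera adjusted p = 2.49e-13, and adjusted p = 0.0594 with an estimated correlation, fry 0.00550). FOSL1, a partner of JUN in AP-1, had 25.6 TPM in Ctrl and 78.8 TPM with D. rotundifolia 3×, a log2 change of 1.54 (standard error 0.21, adjusted p = 0.0501, or 0.0399 with the block). In all, 1143 genes had an unadjusted p under 0.05, 480 passed with the authors' Wald p-values over the same genes, and 7 passed in limma without a filter on low values. The count moved with single libraries: it was 4, 8 and 10 without the Ctrl library of replicate 1, 3 or 4, and 46, 5, 8 and 2 without the treated library of replicate 1, 2, 3 or 4.

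**Figure D2:**
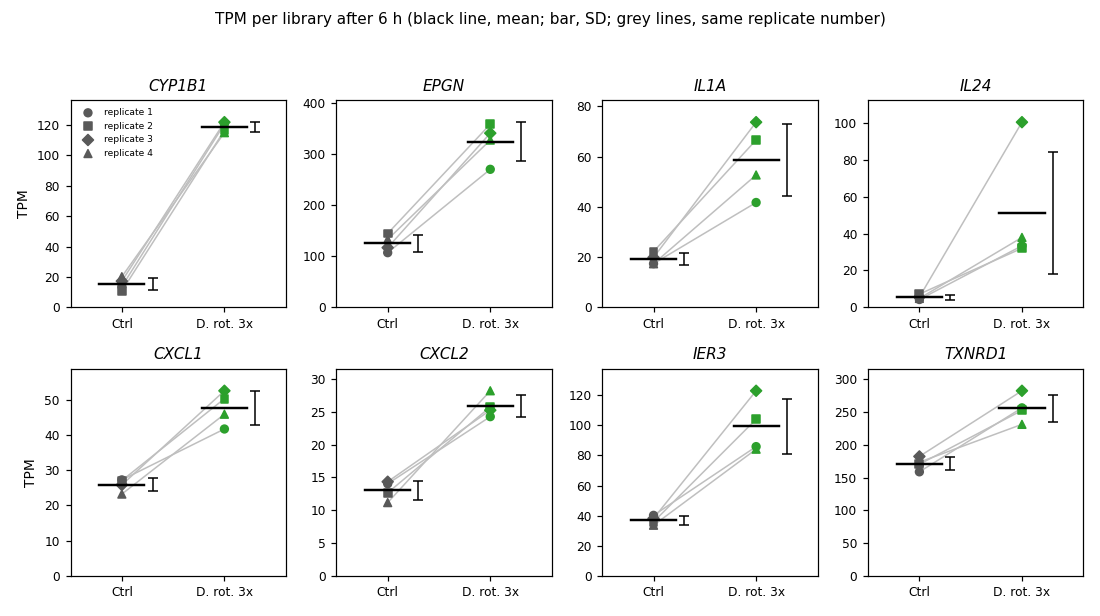
TPM of CYP1B1, EPGN, IL1A, IL24, CXCL1, CXCL2, IER3 and TXNRD1 after 6 h in Ctrl (grey) and with D. rotundifolia 3× (green). Points are libraries, lines join libraries of the same replicate number, and horizontal lines and bars are the mean and SD of 4 libraries; every treated library lies above every Ctrl library in each gene.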

Figure 3 depicts the DEGs in a Volcano plot, which highlights (blue dots) all the genes (n = 117) that had a statistically significant change (adjusted p-value < 0.05) and a log2FoldChange higher than + 0.4 or less than − 0.4. 

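All 15 genes that rose after 6 h lay beyond 0.4 on the log2 scale, from JUNB and TXNRD1 to IL24 and CYP1B1; with the replicate block 37 genes rose and 2 fell beyond 0.4. JUNB, a subunit of AP-1, rose from 16.0 ± 1.11 TPM (SD, n = 4) in Ctrl to 24.2 ± 1.75 TPM (SD, n = 4) with D. rotundifolia 3×, a log2 change of 0.57 (standard error 0.08, adjusted p = 0.0499 from limma, or 0.0859 with the block). TXNRD1, which keeps thioredoxin reduced and is a target of NRF2, rose from 171 ± 9.72 TPM (SD, n = 4) to 256 ± 21.0 TPM (SD, n = 4), a log2 change of 0.57 (adjusted p = 0.0315). IL24 rose from 5.39 ± 1.27 TPM (SD, n = 4) to 51.0 ± 33.2 TPM (SD, n = 4), a log2 change of 2.87 (standard error 0.35, adjusted p = 0.0315, or 0.0636 with the block). The treated library of replicate 3 had 101 TPM and the others 32.0 to 37.9 TPM. FBXL5, the iron-sensing subunit of a ubiquitin ligase, rose by 0.61 (0.125 with the block) and RAP1GAP, which inactivates the GTPase RAP1, by 0.62 (0.0638 with the block). The orphan receptor gene ADGRF1 rose by 0.87 (0.0508 with the block), the retinol-binding protein receptor gene STRA6 by 0.99 (0.0593 with the block), and the unnamed gene AC008403.1 by 1.09. Of 22 tested NRF2 target genes, TXNRD1 rose over all genes and 5 rose when adjusted over the list alone, among them MAFG (log2 change 0.42), NQO1 (0.27) and OSGIN1 (0.65). The list passed camera with the preset correlation (adjusted p = 4.54e-06) and not with an estimated one (adjusted p = 0.0668 with an estimated correlation, fry 0.00984). In the authors' deposited table, 144 genes pass padj < 0.05 beyond a log2FoldChange of 0.4 in either direction, 117 of them up and 27 down. Those values were shrunken, and the changes measured here were not.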

For this analysis, a log2FoldChange cut-off value was used since the number of DEGs was much higher compared to that identified by the RNA-seq performed for the 3 h treatment. Figure 3 shows that after 6 h of incubation, there were a high number of DEGs, especially upregulated genes, which is in accordance with what is shown in Fig. 2. From a qualitative point of view, a similarity is observed in the genes whose expression is increased at the two different incubation times. Such a similarity is reflected by the upregulation of some genes, such as *CYP1B1*, *EPGN*, *EREG, SERPINB2*, *IL-1α*, *AREG,* and *PHDLA1*, which were also upregulated by cells treated with *D. rotundifolia* 3× for 3 h (see Table 1). 

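SERPINB2 and PHLDA1 had higher mean TPM with D. rotundifolia 3× at both times, with a larger mean change after 6 h. SERPINB2, an inhibitor of plasminogen activators, had 9.15 ± 2.02 TPM (SD, n = 4) in Ctrl and 38.0 ± 13.8 TPM (SD, n = 4) with D. rotundifolia 3× after 6 h, a log2 change of 1.89 (standard error 0.26, adjusted p = 0.0580 from limma, or 0.0399 with the block), against a log2 change of 0.57 after 3 h. PHLDA1, which is induced by growth factors, had 6.18 ± 1.01 TPM (SD, n = 4) and 16.8 ± 5.04 TPM (SD, n = 4) after 6 h, a log2 change of 1.28 (standard error 0.20, adjusted p = 0.0845, or 0.0355 with the block), against 0.37 after 3 h. The difference between times had an adjusted p of 1.00 for both genes, or 0.0462 and 0.0305 with the block. Of the genes of Table 1, which were chosen on the 3 h libraries, 35 were tested after 6 h, and 27 of them again had a higher mean (exact binomial test, two-sided p = 0.00188). Of these, 6 rose: CYP1B1, TIPARP, EPGN, FBXL5, IL1A and CXCL2, and with the block 11 did, without FBXL5 and CXCL2. The 6 became 11 without the treated library of replicate 1, 2 without that of replicate 2, 3 without that of replicate 3 and 1 without that of replicate 4; it was 3 without the Ctrl library of replicate 1, 3 or 4. As a set, the Table 1 genes lay above other genes after 6 h in camera (adjusted p = 0.000602 with an estimated correlation), and they were up on balance in fry (2.12e-05), which compares them with no other genes. Among the 15 genes that rose after 6 h, 14 were tested after 3 h, and all 14 had a positive change there (exact binomial test on the sign, two-sided p = 0.000122); with the block 34 of 37 genes, and with the authors' Wald p-values 326 of 464, had the same sign at both times. Genes measured in the same libraries are not independent trials, so the binomial p-values for the 27 of 35 and for the 14 genes can overstate the evidence. The 14 changes were smaller after 3 h, which is expected of genes chosen for passing at 6 h and is no evidence of a difference between times. Without the block, 0 of the 12272 genes tested at both times were called at 3 h, so no gene could be called at both times. With the replicate number as a block CYP1B1 was called at both. Over all 12272 genes tested at both times, the log2 changes had a Pearson r of 0.11 and a Spearman rho of 0.079 between times, a correlation across genes that are not independent replicates.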

Regarding the downregulated genes (left side of Fig. 3), some new genes associated with an inhibitory effect are highlighted, including *IGFBP3*, *PLAC8*, *MAN2B2*, and *BNIP3*, which, except for *IGFBP3*, were identified only after 6 h of incubation and not after a shorter exposure (2 or 3 h). Moreover, genes that were slightly downregulated after 3 h of *D. rotundifolia* 3× treatment, such as *ERRFI1*, were not found to be regulated after 6 h of treatment.

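After 6 h, IGFBP3, PLAC8, MAN2B2 and BNIP3 each had a lower mean with D. rotundifolia 3× than with Ctrl, and each was lower in all 4 pairs of libraries that share a number. IGFBP3 (GRCh38 chromosome 7, 45912245 to 45921874) had 272 ± 72.6 TPM (SD, n = 4) in Ctrl and 164 ± 56.9 TPM (SD, n = 4) with D. rotundifolia 3×, a log2 change of −0.75 (standard error 0.28, adjusted p = 0.559 from limma, or 0.0355 with the replicate block). PLAC8 (ENSG00000145287), a small cysteine-rich protein tied to autophagy, had 194 ± 69.0 TPM (SD, n = 4) and 123 ± 41.4 TPM (SD, n = 4), a log2 change of −0.64 (standard error 0.35, adjusted p = 0.700, or 0.0355 with the block). MAN2B2, a lysosomal mannosidase, had 28.6 ± 5.00 TPM (SD, n = 4) and 18.9 ± 4.41 TPM (SD, n = 4), a log2 change of −0.58 (standard error 0.17, adjusted p = 0.415). BNIP3, a mitophagy receptor that HIF induces, had 41.7 ± 11.9 TPM (SD, n = 4) and 27.6 ± 11.0 TPM (SD, n = 4), a log2 change of −0.62 (standard error 0.33, adjusted p = 0.690). After 3 h the log2 changes were −0.15 for PLAC8, −0.091 for MAN2B2 (0.0055 without the treated library of replicate 3) and −0.12 for BNIP3. The changes at 6 h minus those at 3 h were −0.52 for IGFBP3, −0.49 for PLAC8, −0.49 for MAN2B2 and −0.50 for BNIP3, none past the threshold in limma's test of the difference (adjusted p = 1.00 for each, n = 4 per group and time), where PLAC8 passed with the block (0.0386). Of 29 tested HIF target genes, 24 had a lower mean after 6 h, 0 passed limma's test over all genes and 0 when adjusted over the list alone, or 3 up and 13 down with the block (camera adjusted p = 0.00100, adjusted p = 0.668 with an estimated correlation, and fry 0.701, or 0.0145 with the block).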

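ERRFI1 had the same level in both groups after 6 h, with 67.0 ± 8.39 TPM (SD, n = 4) in Ctrl and 65.4 ± 9.97 TPM (SD, n = 4) with D. rotundifolia 3×. Its log2 change was −0.040 (standard error 0.13, adjusted p = 0.955 from limma), and it was 0.031, 0.029 and 0.017 without the Ctrl library of replicate 2 or the treated library of replicate 1 or 4. The change of ERRFI1 at 6 h minus that at 3 h was 0.48, which did not pass the test of the difference (adjusted p = 1.00 from limma, n = 4 per group and time). NOG and DYSF, lower on average after 3 h, had log2 changes of 0.28 and 0.51 after 6 h, and JUN had 0.24. SLC2A3, ANKRD37 and DEPP1 kept a negative mean change after 6 h, of −0.41, −0.47 and −0.49. Of the genes of Table 2, 23 were tested after 6 h and 13 again had a lower mean (exact binomial test, two-sided p = 0.678); 0 passed limma's test, or 1, IGFBP3, with the block. As a set, the Table 2 genes had higher changes at 6 h than at 3 h (adjusted p = 0.00276 with an estimated correlation in camera, fry 0.00410). Table 2 was chosen on the 3 h libraries for its negative changes, so this difference is not independent of that choice.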

**Figure 3:**
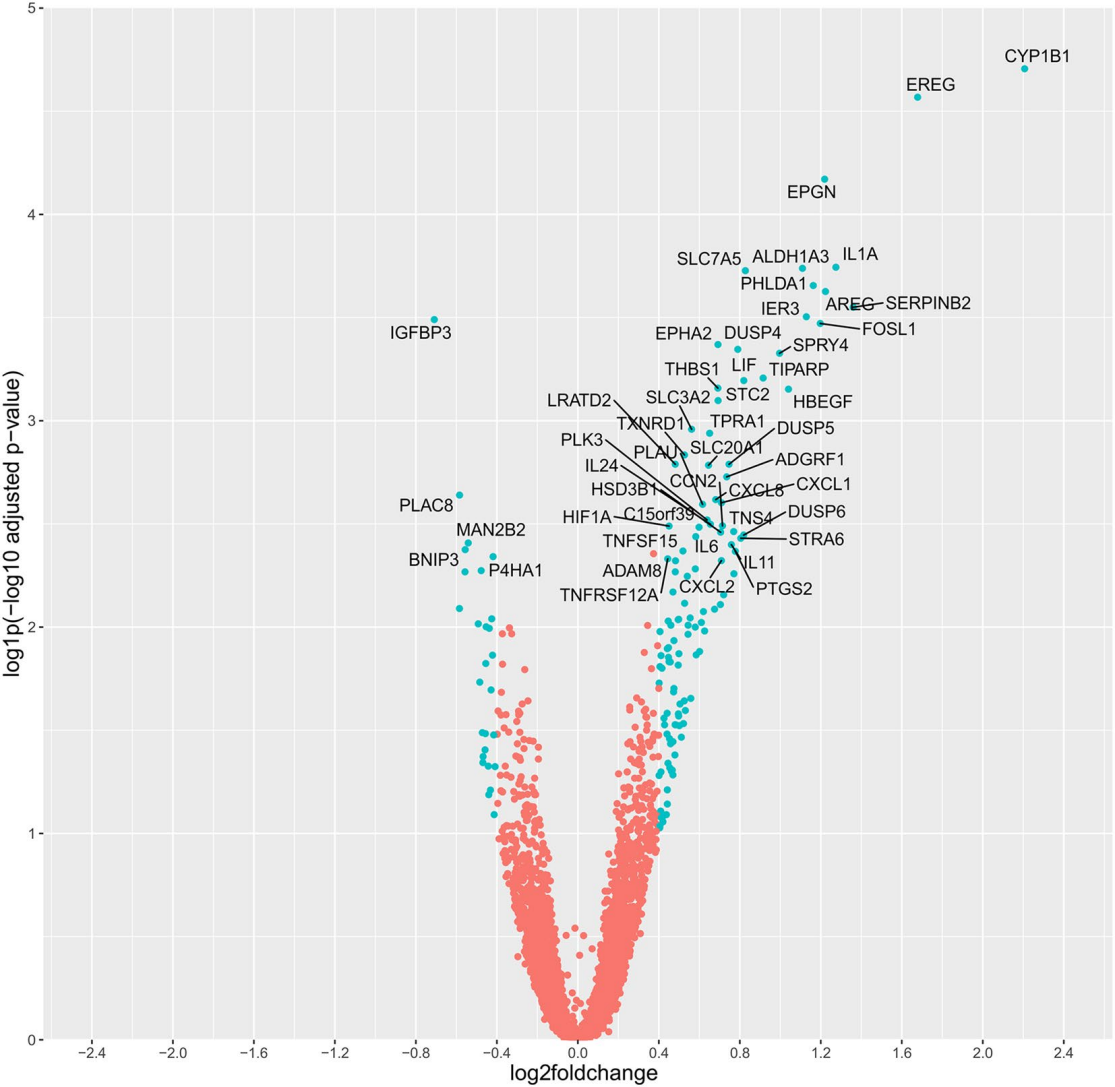
Volcano plot of the differential expression analysis of 16HBE cells treated with *D. rotundifolia* 3× for 6 h. The scattered points represent genes: the x-axis is the log2foldchange for the *D. rotundifolia* 3×-treated 16HBE cells. The y-axis shows the log1p(− log10 adjusted p-value), which better highlights the differentially expressed genes in our experimental conditions. Blue dots represent genes that were significantly differentially expressed (adjusted p-value < 0.05) with a log2foldchange <  − 0.4 or > 0.4 after 6 h treatment with *D. rotundifolia* 3×.

### Functional analysis

The 117 differentially expressed genes were ranked by the adjusted p-value significance, and GO enrichment analysis was performed using gprofiler2 as described in the “Materials and methods” section. The enrichment results for the 6 h data set (Fig. 4) show a wide range of information concerning the biological processes (blue bars in Fig. 4) and molecular functions (red bars). Similar enriched biological processes were observed after 6 h and 3 h of *D. rotundifolia* 3× treatment, such as functions related to blood vessel development, regulation of epithelial cell proliferation and cytokine production. Moreover, there was an increase in biological processes related to inflammation and chemotaxis after 6 h of *D. rotundifolia* 3× treatment due to the upregulation of additional cytokines and chemokines. These data confirm that there is an increase in the effects and suggest new functions associated with *D. rotundifolia* 3× treatment of 16HBE cells after 6 h.

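After 6 h, the neutrophil chemoattractant genes CXCL1 and CXCL2 and the cytokine gene IL1A rose, each with every treated library above every Ctrl library. CXCL1 (GRCh38 chromosome 4, 73869393 to 73871308) rose from 25.8 ± 1.86 TPM (SD, n = 4) in Ctrl to 47.6 ± 4.81 TPM (SD, n = 4) with D. rotundifolia 3×, a log2 change of 0.85 (standard error 0.09, adjusted p = 0.0135 from limma). CXCL2 (chromosome 4, 74097040 to 74099196) rose from 13.0 ± 1.46 TPM (SD, n = 4) to 25.9 ± 1.68 TPM (SD, n = 4), a log2 change of 0.94 (standard error 0.09, adjusted p = 0.0107, or 0.0636 with the block). IL1A rose from 19.2 ± 2.33 TPM (SD, n = 4) to 58.7 ± 14.3 TPM (SD, n = 4), a log2 change of 1.54 (standard error 0.17, adjusted p = 0.0218). Of 18 tested cytokine and chemokine genes, 17 had a higher mean; 4, these and IL24, rose over all genes and 12 rose when adjusted over the list alone. With the block 5 rose over all genes, which were CXCL1, IL1A, IL6, IL1B and LIF. The list passed camera with the preset correlation (adjusted p = 3.24e-18) and fry (0.00321), and not camera with an estimated correlation (adjusted p = 0.0553 with an estimated correlation). Of 17 tested feedback and target genes of NF-kB, 0 passed limma's test over all genes, and 2, BCL3 (log2 change 0.70) and NFKBIE (0.33), rose when adjusted over the list alone, or 7 with the block (camera adjusted p = 1.01e-06, adjusted p = 0.278 with an estimated correlation, and fry 0.114, or 0.00859 with the block). Interferon-stimulated genes gave 0 calls in limma over all genes and 0 when adjusted over the list alone (camera adjusted p = 0.0774, or 0.0342 with the block). With the block the list did not pass camera with an estimated correlation (adjusted p = 0.394) or fry (0.137). Of the Table 3 genes chosen at 3 h under positive regulation of cytokine production, 8 of 9 tested had a higher mean after 6 h; 2 rose over all genes and 6 when adjusted over the list alone, or 5 and 7 with the block. For epithelial cell proliferation, 7 of 9 tested genes had a higher mean, 1 rose over all genes and 6 when adjusted over the list alone, where with the block 4 rose and 1 fell over all genes.

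**Figure D3:**
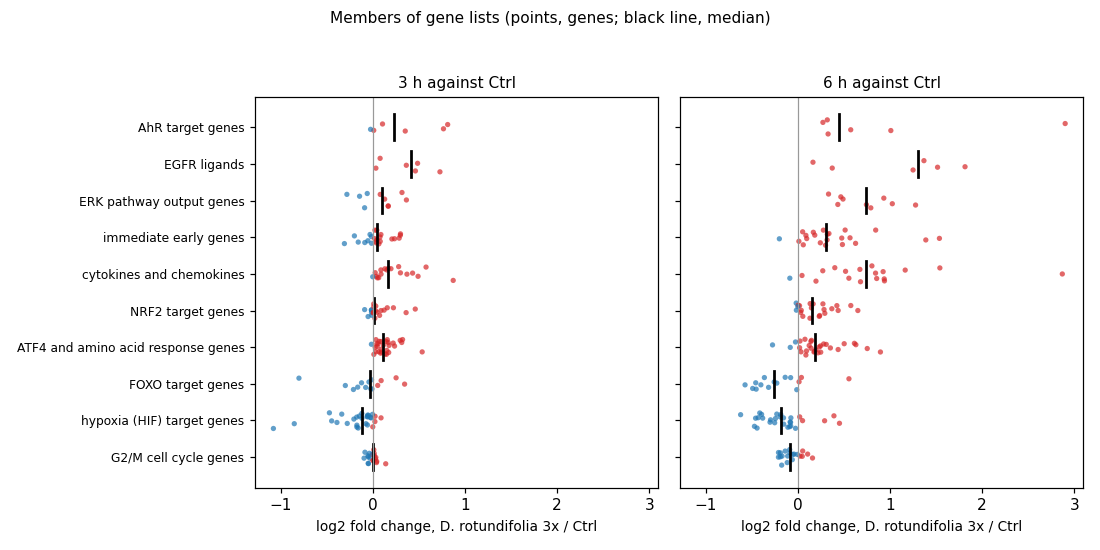
Log2 changes with D. rotundifolia 3× against Ctrl of the members of 10 gene lists after 3 h and 6 h, 4 libraries per group. Points are genes and lines are medians; in the AhR target, EGFR ligand and cytokine lists the median was higher after 6 h than after 3 h.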

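The change of CYP1B1 was larger after 6 h than after 3 h in limma's test of the difference between times. It had a difference of 2.13 on the log2 scale (standard error 0.26, adjusted p = 0.00421 from limma, n = 4 per group and time). Its mean with D. rotundifolia 3× was lower after 6 h (119 TPM) than after 3 h (148 TPM), and its Ctrl level was 5.63 times as high after 3 h. In the paper's RT-qPCR time course, CYP1B1 and TIPARP peaked at the earliest time and were lower at 6 h. The test also called IER3 (1.40, standard error 0.16, adjusted p = 0.00313) on the gene ID ENSG00000137331, which had a mean of 0.045 TPM in Ctrl and 0.034 TPM with D. rotundifolia 3× after 3 h, so no 3 h change was measured on it. After 3 h the TPM of IER3 was on ENSG00000235030, an ID absent from the primary annotation of GENCODE 44, with a log2 change of 0.29; with TPM summed over its IDs the difference was 1.10 (standard error 0.37, adjusted p = 1.00), or 1.10 (standard error 0.12, adjusted p = 0.0173) with the block as well, a fit chosen after the data were seen. These were the 2 genes called among 12607, or 1 with TPM summed by symbol, against 451 at an unadjusted p under 0.05 and 32 with the replicate number as a block. Of the lists, the AhR target genes had larger changes after 6 h in camera and fry (adjusted p = 0.0408 with an estimated correlation, fry 0.0340). The EGFR ligand genes passed camera with the preset correlation (adjusted p = 3.41e-05, and adjusted p = 0.112 with an estimated correlation), as did the cytokine and chemokine genes (adjusted p = 2.59e-05, and adjusted p = 0.518 with an estimated correlation), and with the block both passed with an estimated correlation (0.0237). Times were separate experiments, so the difference between them cannot be told apart from a difference between experiments. From more processes of inflammation and chemotaxis after 6 h, which it ascribes to additional cytokines and chemokines, the paper concludes that the effects of D. rotundifolia 3× increased and proposes that they include new functions.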

**Figure 4:**
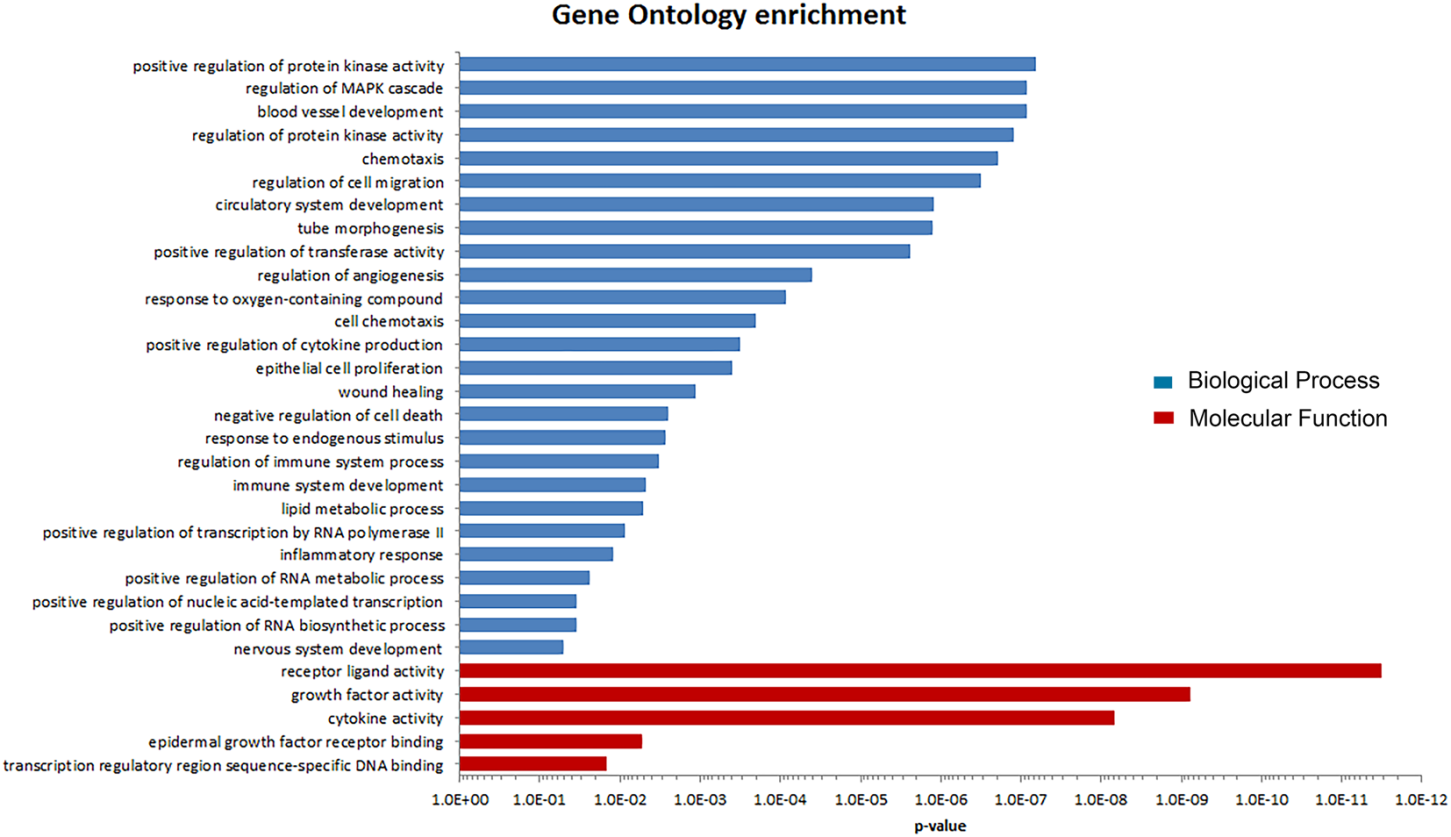
Representative gene ontology classifications of the differentially expressed genes in 16HBE cells treated with *D. rotundifolia* 3×. The differentially expressed genes were classified into two categories: biological processes and molecular functions. Gene ontology enrichment analysis was performed using the “gost” function from the gprofiler2 package according to the gene list ranked by the adjusted *p*-value. GO terms with p-values < 0.05 were considered significant.

To draw a functional picture of the enriched functions and their correlations, a network that associates the genes with the functions in the biological model of bronchial epithelial cells was constructed (Fig. 5). Functions are representative and were chosen based on our experimental model and enrichment p-value. The Log2FoldChange values from the DESeq2 output are depicted by the coloured nodes, which shows that the enrichment of these biological functions is mostly associated with the upregulated genes. This was expected since the number of upregulated genes observed after *D. rotundifolia* 3× treatment was almost 3 times higher than the number of downregulated genes. Moreover, genes that were upregulated by *D. rotundifolia* 3× are associated with many biological processes, while this was not the case for the downregulated genes.

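In limma's test without the replicate number, 15 genes rose after 6 h and 0 fell (38 and 2 with the number as a block), and FOXO target genes such as SESN1 and CITED2, with lower means, did not pass in either fit. SESN1, a stress-induced inhibitor of mTORC1, had a log2 change of −0.57 (adjusted p = 0.276), and CITED2, which competes with HIF for its coactivators, had −0.40 (adjusted p = 0.383). Of 15 tested FOXO target genes, 12 had a lower mean; 0 passed over all genes, and when adjusted over the list alone 3 fell (8 with the block) and GADD45A, a gene of growth arrest after DNA damage, rose (log2 change 0.55). The FOXO list lay below other genes in camera with the preset correlation (adjusted p = 0.000887, adjusted p = 0.278 with an estimated correlation, and fry 0.269, or 0.0234 with the block). In every treated library against every Ctrl library, 487 genes were higher and 235 lower after 6 h. Chance gives 204 in each direction if all libraries of that time are exchangeable, which paired libraries are not. In all 4 same-numbered pairs 1866 were higher and 1413 lower, where chance gives 891. The authors' deposited table has 334 upregulated and 161 downregulated genes at padj < 0.05 after 6 h, a ratio of 2.07, and 4.33 among those beyond a log2FoldChange of 0.4.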

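Gene lists had more upward than downward calls after 6 h. They were drawn up before the data were examined but after the paper's tables had been read. Some hold genes that the paper had reported as raised, so they are not independent evidence. With camera's preset correlation 9 lists were up and 4 down, against 1 with an estimated correlation and 6 with fry, or 0 and 12 with the block. SLC7A5, an amino acid transporter induced by ATF4, had 100 ± 12.2 TPM (SD, n = 4) in Ctrl and 189 ± 32.1 TPM (SD, n = 4) with D. rotundifolia 3×, a log2 change of 0.90 (adjusted p = 0.0630 from limma, or 0.0286 with the block). Of 29 tested genes of the ATF4 response, 26 had a higher mean; 0 passed limma's test over all genes and 4 rose when adjusted over the list alone, or 3 and 12 with the block (camera adjusted p = 2.67e-05, adjusted p = 0.482 with an estimated correlation, and fry 0.347, or 0.0136 with the block). Of 20 tested targets of YAP and TEAD, which CCN2 (log2 change 0.84) and CCN1 (0.48) belong to, 12 had a higher mean, 0 passed over all genes (IGFBP3 fell with the block) and 7 passed when adjusted over the list alone (camera adjusted p = 0.00922, adjusted p = 0.482 with an estimated correlation, and fry 0.233, or 0.00754 with the block). Among the lists that were down, the G2/M cell cycle genes gave 0 calls in limma over all genes and 0 when adjusted over the list alone (camera adjusted p = 0.00537, and adjusted p = 0.637 with an estimated correlation). The ribosomal protein genes, 82 of them tested, also gave 0 and 0 when adjusted over the list alone (camera adjusted p = 0.0286, and adjusted p = 0.899 with an estimated correlation).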

**Figure 5:**
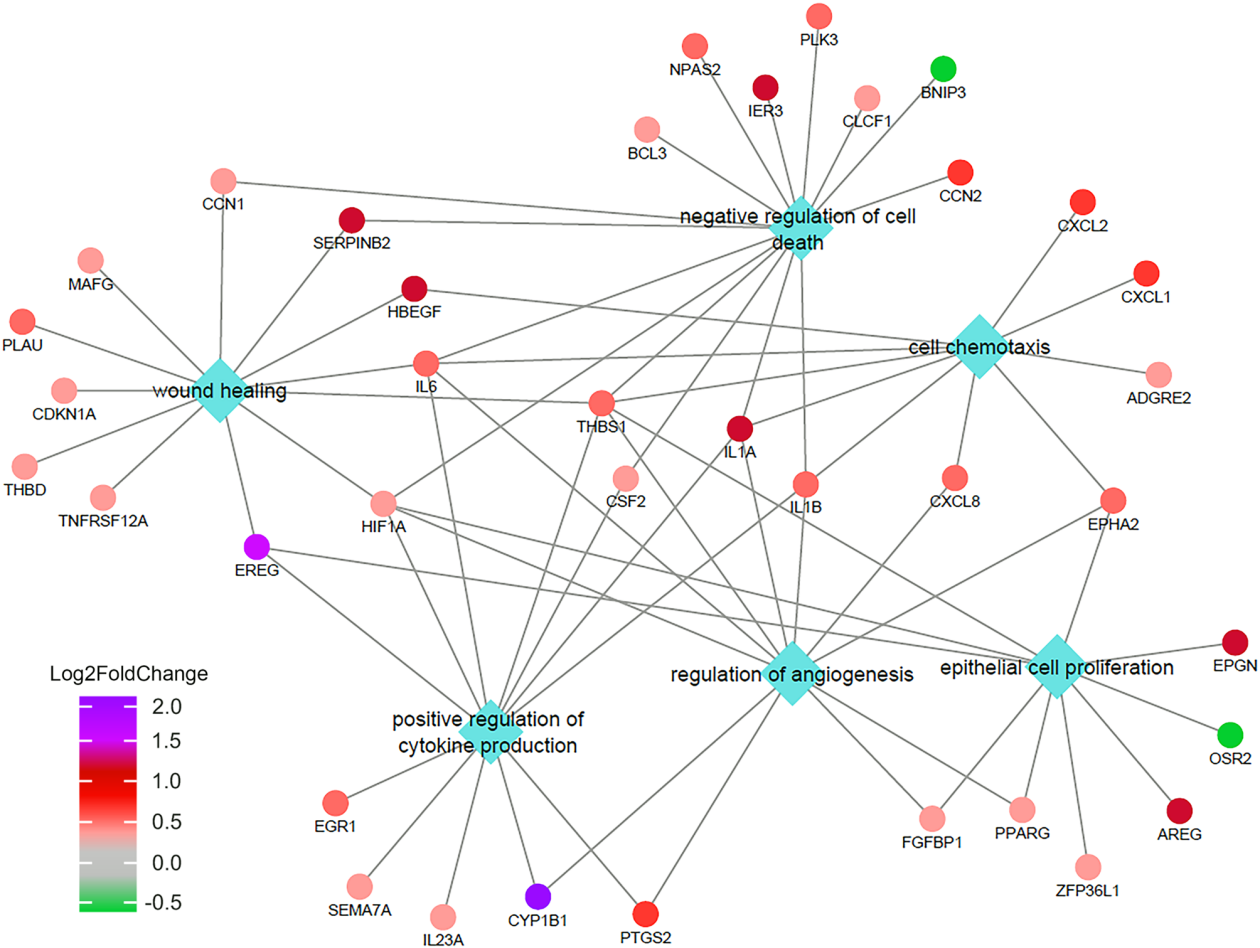
Functional network of enriched biological processes and associated genes. The network was constructed using the selected significant GO terms shown in Fig. 4, which were uploaded into Cytoscape software as described in “Materials and method” section. Diamonds indicate biological processes and circles indicate associated genes.

## Discussion

In this study, functional genomic research was performed to explore the effects of a medicinal plant traditionally used for respiratory diseases on its potential target cells in vitro, i.e., bronchial epithelial cells. This study shows that a diluted herbal extract used in a traditional homeopathic pharmacopoeia^5,9–12^ can induce a change in mRNA expression that can be measured reliably and reproducibly. Low doses of traditional plants and homeopathic dilutions are now being investigated by means of molecular biology techniques for differential gene expression analysis and bioinformatics^24–28^.

Screening in bronchial cells with RNA-seq analysis showed that low amounts of *D. rotundifolia* at a 3× dilution, which represents a dose commonly used in homeopathic and phytotherapeutic syrups, changed the expression of dozens of genes after 3 h, and this effect was amplified after 6 h of treatment. Validation with RT-qPCR confirmed the differential expression of the genes of interest and showed that after 6 h of *D. rotundifolia* 3× treatment, there was an increase in mRNA expression. Since RT-qPCR sensitivity is higher than that of RNA-seq, such results support the findings of the RNA-seq analysis, suggesting that treatment with *D. rotundifolia* × can be followed-up by the investigation of the expression of these genes.

In our experiments, *D. rotundifolia* 3× did not impair cell viability or adherence, suggesting that this dilution is safe when tested directly in cell culture. The same dilution exerted a stimulatory effect on the expression of several genes, including those of inflammatory cytokines. Furthermore, the transcriptomic analysis and RT-qPCR confirmation suggest that, at the dilution used, *D. rotundifolia* 3× works mainly as a stimulant and not as an inhibitor of cell functions. This result is different from the data reported by others in HMC-1 human mast cells^29^, suggesting the anti-inflammatory effects of the plant. This apparent discrepancy could be due to the difference in the biological model, since mast cells are typical inflammatory cells and were stimulated before treatment with *D. rotundifolia*, while our epithelial cells were treated without previous inflammatory stimuli. However, even more importantly, different doses may be utilized: Fukushima et al*.*^29^ obtained an inhibitory effect by using nondiluted fractions of the whole extract of *D. rotundifolia*, while in the present study, the cells were treated with a 3× dilution (1000 times) of the ethanolic extract.

Paper et al.^30^ reported that extracts of *D. rotundifolia* and other species, tested in hen’s egg model, show efficacy as anti-inflammatory, antispasmodic and antiangiogenic agents. In contrast, the data of our study suggest that treatment with *D. rotundifolia* 3× can trigger a mild inflammatory response in 16HBE cells. The latter effect can be attributed to the increase in the mRNA expression of pro-inflammatory cytokines such as *IL-1α*, *IL-1β* and *IL*-6 and chemokines such as *CXCL1*, *CXCL2* and *CXCL8*. 

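After 6 h, IL6, IL1B and CXCL8 had higher mean TPM with D. rotundifolia 3× than with Ctrl and did not pass limma's test without the replicate block, unlike IL1A, CXCL1 and CXCL2, which rose. IL6 had 34.0 ± 5.38 TPM (SD, n = 4) in Ctrl and 54.6 ± 6.50 TPM (SD, n = 4) with D. rotundifolia 3×, a log2 change of 0.67 (standard error 0.13, adjusted p = 0.159 from limma, or 0.0355 with the block). IL1B, a secreted mediator of inflammation, had 1.17 ± 0.425 TPM (SD, n = 4) and 2.89 ± 0.766 TPM (SD, n = 4), a log2 change of 0.84 (standard error 0.19, adjusted p = 0.215, or 0.0423 with the block). CXCL8 (GRCh38 chromosome 4, 73740519 to 73743716), the main neutrophil chemoattractant of airway epithelium, had 37.9 ± 10.9 TPM (SD, n = 4) and 67.8 ± 24.3 TPM (SD, n = 4), a log2 change of 0.80 (standard error 0.29, adjusted p = 0.524). IL1B had a log2 change of 0.43 after 3 h.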

Discrepancies in the data from Paper et al.^30^ could be due to the different models or, again, to the doses applied, since we used a homeopathic dilution of the plant extract, which represents a biological stimulus and does not inhibit key cell functions^24^, as conventional anti-inflammatory agents do. Moreover, it is well known that a mild inflammatory response could be beneficial to the immune system by increasing the apoptosis and clearance of inflammatory cells^31,32^. This concept is fully in agreement with homeopathic theory and tradition, in which low doses of pathogenic substances and/or minimally stressful stimuli trigger endogenous responses of “vital energy”, which eventually lead to healing at the cell, tissue or systemic levels^33–35^. The presence of *CXCL1*, *CXCL2* and *CXCL8*, which are mostly chemoattractants for neutrophils, suggests that treatment with *D. rotundifolia* 3× can help to establish a ready-state immune barrier against pathogens in case of bronchial epithelial tissue damage^36^.

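The EGFR ligand genes EPGN, AREG and EREG had higher TPM in every culture with D. rotundifolia 3× than in every Ctrl culture after 6 h, and EPGN rose in limma's test. EPGN rose from 125 ± 16.7 TPM (SD, n = 4) in Ctrl to 324 ± 38.3 TPM (SD, n = 4) with D. rotundifolia 3×, a log2 change of 1.37 (standard error 0.12, adjusted p = 0.00943 from limma). AREG (ENSG00000109321; GRCh38 chromosome 4, 74445136 to 74455005) had 41.9 ± 5.95 TPM (SD, n = 4) and 125 ± 39.1 TPM (SD, n = 4), a log2 change of 1.52 (standard error 0.22, adjusted p = 0.0630, or 0.0355 with the replicate block). EREG (chromosome 4, 74365145 to 74388749) had 6.96 ± 2.11 TPM (SD, n = 4) and 27.4 ± 9.26 TPM (SD, n = 4), a log2 change of 1.81 (standard error 0.27, adjusted p = 0.0685, or 0.0199 with the block). HBEGF had a log2 change of 1.25 (adjusted p = 0.117, or 0.0423 with the block) and TGFA, a further ligand, 0.37 (adjusted p = 0.204). Of 6 tested EGFR ligand genes, EPGN rose over all genes (4 genes with the block) and 5 rose when adjusted over the list alone (camera adjusted p = 5.18e-12, and adjusted p = 0.0553 with an estimated correlation, fry 0.00321). EGFR itself had 31.4 ± 4.44 TPM (SD, n = 4) in Ctrl and 31.5 ± 5.22 TPM (SD, n = 4) with D. rotundifolia 3× (adjusted p = 0.999), and its log2 change of −0.0015 was 0.012 and 0.080 without the Ctrl library of replicate 1 or 3 and 0.12 without the treated library of replicate 4. Of 9 tested output genes of the ERK pathway, which EGFR activates, 0 passed limma's test over all genes (5 with the block) and 8 rose when adjusted over the list alone (camera adjusted p = 4.05e-11, and adjusted p = 0.113 with an estimated correlation, fry 0.0222). They include the feedback inhibitors SPRY4 (log2 change 0.93) and DUSP4 (0.79) and the ephrin receptor gene EPHA2 (0.74), all past the threshold with the block (0.0355, 0.0361 and 0.0355).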

Interestingly, *D. rotundifolia* 3× treatment increased the expression of specific epidermal growth factors, such as *AREG*, *EREG* and *EPGN*, by 16HBE cells. The upregulation of these factors suggests that *D. rotundifolia* 3× plays a positive role in the regulation of cell survival, cell proliferation and wound healing. Moreover, all these factors bind to epidermal growth factor receptor (EGFR) to accomplish their functions. In this context, EGFR is widely expressed on the cells present in the bronchial environment, suggesting that the possible release of these growth factors affects not only the proliferation of bronchial epithelial cells but also that of endothelial cells, fibroblasts and vascular cells. In the case of damage to bronchial epithelial tissue, *D. rotundifolia* 3× could contribute to faster healing of the bronchial microenvironment.

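CYP1B1 had the 1st of the 14255 adjusted p-values in limma's test without the replicate block and the 2nd largest log2 change after 6 h, and it was 1459th by mean TPM with D. rotundifolia 3×. After 3 h it was 66th by log2 change, 17th by p-value and 1198th by TPM of the 13242 genes tested. RPL41, which encodes a ribosomal protein, had the highest TPM with D. rotundifolia 3× at both times, 18666 after 3 h and 19342 after 6 h. In the authors' deposited table CYP1B1 is 1st by log2FoldChange among the called genes at both times.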

*CYP1B1* was the most highly expressed gene after treatment with *D. rotundifolia* 3× at both time points shown in this study. *CYP1B1* is probably activated as a response to treatment with *D. rotundifolia* 3x, since *CYP1B1* belongs to the cytochrome family and is involved in the metabolism of xenobiotics. Moreover, as shown in Fig. 5, *CYP1B1* is connected to the regulation of angiogenesis and the positive regulation of cytokine production because of its role as an antioxidant and NF-kB regulator^37,38^, respectively.

This study has some limitations since some of the findings are based on bioinformatics analysis, and mRNA expression and functional experiments are required to verify the mechanisms of action and effects of the treatment with *D. rotundifolia* 3×*.* In addition, it is important to observe that after 6 h of *D. rotundifolia* 3× treatment, there was a number of differentially expressed genes with log2FoldChange values ranging from + 0.4 to − 0.4, which were not included in the analysis for this manuscript but could be considered for a future study. Indeed, the effects on gene regulation represent only a first functional step of the action of the plant that we have highlighted, and our hypotheses will have to be confirmed with adequate studies in laboratory animals to investigate the therapeutic potential and the mechanisms of action of this plant.

In conclusion, the data highlight the complex and multifaceted action of the plant on the different layers of the bronchial mucosa, as summarized in Fig. 6. The mRNA expression changes in 16HBE cells treated with *D. rotundifolia* 3× suggest its direct action on the epithelial cell, which protects its integrity with respect to toxic substances (*CYP1B1*) and stimulates its reparative capacity (*AREG*, *EREG* and *EPGN*). In addition, epithelial cells transmit molecular signals that activate mild inflammation (pro-inflammatory cytokines) and recruit innate defence- and angiogenesis-associated cells.

**Figure 6:**
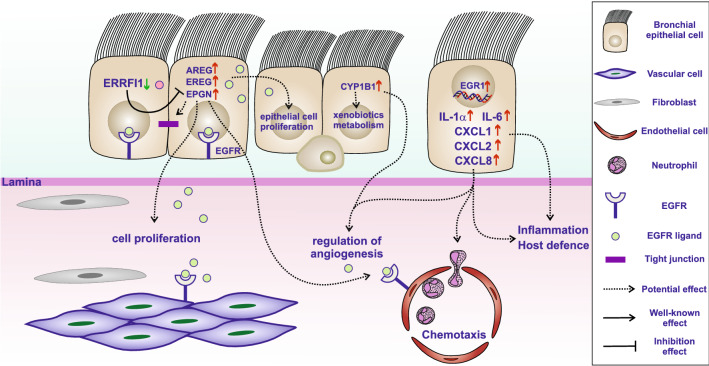
Illustrative graphic summarizing the potential effects of *D. rotundifolia* 3× on bronchial epithelial cells. The presence of *D. rotundifolia* 3× induces the expression of epidermal growth factors (*AREG*, *EREG* and *EPGN*), leading to the growth/repair of bronchial epithelial cells and other cells in the bronchial environment. Those genes, which bind to EGFR to accomplish their functions, are regulated by *ERFFI1*, which is in turn downregulated by *D. rotundifolia* 3× in the first 3 h. *CYP1B1* is highly expressed and is related to the metabolism of xenobiotics and could be involved in the regulation of angiogenesis. Furthermore, inflammatory cytokines (*IL-1α* and *IL-6*) and chemokines (*CXCL1*, *CXCL2* and *CXCL8*) are induced by *D. rotundifolia* 3× and can trigger mild inflammation, increasing chemotaxis and angiogenesis, helping the system in fighting infections.

## Materials and methods

### Preparation of *D. rotundifolia* samples

The original round leaf sundew plant, identified with the botanical name *Drosera rotundifolia,* was commercially purchased (Monteagle Herbs, ON, Canada; Document of Authenticity #42808). To the best of our knowledge, no issues related to the Convention on the Trade in Endangered Species of Wild Fauna and Flora have been raised. *Drosera rotundifolia* (ethanolic extract) was prepared by Standard Homeopathic Company, CA, USA. The extract contained 1 g dried whole plant macerated in 10 mL of 45% EtOH, which corresponds to *D. rotundifolia* 1×. Before the experiments, *D. rotundifolia* 1× ethanolic extract was serially diluted 1:10 (0.5 mL + 4.5 mL) twice in sterile pyrogen-free water (B-Braun, Melsungen, Germany) in a 14-mL clean glass tube, which immediately vigorously shaken (succussed) with a Dyna A mechanical shaker that delivered 20 strokes/s for 7.5 s with an 11-mm travel distance. The final solution corresponds to a 3× dilution in 0.45% ethanol solution. The control solution was prepared starting from 45% ethanol (AppliChem, Darmstadt, Germany) fresh solution and succussed as previously described. This was considered the 1× control solution. Two serial decimal dilutions/succussions in ultrapure water were applied as reported above to obtain the control 3× dilution (Ctrl). No filtration was applied at any step. These solutions were used in the culture media at a 1:10 ratio (0.1 mL test solution in 0.9 mL culture medium). Therefore, the final dilution of *D. rotundifolia* was 1000 times greater than that of the ethanolic extract and the ethanol concentration was 0.045%.

### Phenolic quantification

The total phenolic content of the *D. rotundifolia* ethanolic extract was determined by the Folin–Ciocalteu assay^39^. Briefly, 50 μL of extract at an appropriate dilution was mixed with 155 μL of Folin–Ciocalteu reagent diluted 1:10 v/v with water. After 1 min, 40 μL of 20% Na_2_CO_3_ solution was added, and the samples were incubated for 30 min in the dark at 37 °C. The absorbance of each sample was measured at 765 nm. Gallic acid was used as a standard for the calibration curve, and the phenolic content was expressed as gallic acid equivalents. Each determination was repeated three times, and the results are expressed as the mean ± SD.

### Mass spectrometry

A series 1260 HPLC (Agilent Technologies, Waldbronn, Germany) in tandem with a Q-TOF mass spectrometer was used for the present study. The separation was performed on a Zorbax Eclipse XDB (2.1 × 150 mm, 5 µm particle size, Agilent Technologies) with gradient elution. Formic acid (0.1%) was solvent A, and methanol was solvent B; the flow rate was 500 µL/min. An injection volume of 5 µL was used in all experiments. Samples were eluted with a linear gradient from 20 to 95% of solvent B. The MS analysis was carried out using a model 6540 Accurate-Mass Q-TOF LC/MS (Agilent Technologies, Palo Alto, CA, USA) online with HPLC. QTOF-MS was implemented with an electrospray ion source with Agilent Jet Stream technology operating in negative ionization mode. Data acquisition was performed in full scan mode in the mass range of 100–1000 m/z^40^. The standards used were quercetin, ellagic acid (Sigma–Aldrich, Saint Louis, MO, USA), isoquercitrin and hyperoside (HWi, Ruelzheim, Germany).

### Cell treatment

16HBE human bronchial epithelial cells (line 16HBE14o-, kindly provided by Dr Gruenert, University of California, San Francisco) were grown for 1 week in EMEM medium supplemented with 10% FBS (including 2 mM UltraGlutamine, 100 U/mL penicillin and 100 µg/mL streptomycin) from cryogenically frozen samples (2 × 10^6^ cells/vial) prepared from the batch culture (P14, 14th culture passage from the original culture). Fibronectin/collagen/BSA-coated flasks were used^41^. The culture medium was replaced every 3 days. Prior to the treatment, on day 1, cells were seeded in 24-well plates (uncoated) at a density of 0.4 × 10^6^ cells/well in EMEM medium with 2% FBS (including 2 mM UltraGlutamine, 100 U/mL penicillin and 100 µg/mL streptomycin). The plates were incubated until complete adhesion of the cells occurred (16–20 h). On day 2, the culture medium was replaced by 0.9 mL of fresh EMEM with 2% FBS. *D. rotundifolia* 3× or Ctrl was added (0.1 mL/well). The plates were incubated for 2 h, 3 h, 6 h or 24 h depending on each experimental setting. The final volume was 1 mL/well. The Ctrl cell cultures were carried out in parallel with those treated with *D. rotundifolia* for the indicated times in the same culture plates. After the desired incubation period, treated and Ctrl 16HBE cells were collected and subjected to RNA extraction.

### Evaluation of cell viability

Cell viability was checked by the cell proliferation reagent WST-1 (Gibco ThermoFisher Scientific). The WST assay evaluates the cell metabolic activities (NADH reductase) by measuring the chemical modification of the WST tetrazolium salt. 16HBE cells were seeded at a density of 50,000 cells/well in 96-well plates and treated for 3 or 24 h with the *D. rotundifolia* 3× or the Ctrl solutions, which were added to the cell culture at a 1/10 volume ratio. After treatment, 1:10 (v/v) prewarmed WST-1 solution was added to the cells, and the plate was incubated for 90 min. The absorbance (OD) of the samples was measured using a Victor3 multilabel reader (PerkinElmer, Shelton, CT, USA) at 450 nm. Cell viability data were evaluated by t-test statistics (*D. rotundifolia* 3× vs Ctrl).

### RNA extraction

Total RNA from cultured 16HBE cells was isolated using the RNeasy mini Kit (Qiagen, Venlo, Limburg, Netherlands) according to the manufacturer’s instructions. An on-column DNase digestion with the RNase-free DNase kit (Qiagen) was also performed during total RNA isolation to completely remove any possible contaminating DNA. RNA quality and quantity were determined using a Nanodrop 2000 spectrophotometer (Thermo Fisher Scientific, Waltham, Massachusetts, USA)^42^.

### RNA sequencing (RNA-seq)

RNA samples were processed in the Genomic and Transcriptomic Unit at the Technologic Platform Centre (University of Verona, Italy). Total RNA extracted from 16HBE cells was assessed for quality (integrity) using an RNA 6000 Nano Kit (Agilent, Wokingham, UK). The samples with RNA integrity numbers > 9 were considered adequate for library preparation. RNA aliquots (2.5 μg) were used to isolate poly(A) mRNA for the preparation of a directional Illumina RNA-Seq library using the Illumina TruSeq Stranded mRNA Library Prep Kit (Illumina Inc., San Diego, CA, USA). The quality of the library before the generation of the clusters was checked through the visualization of the DNA fragments in the miniaturized electrophoresis system Tape Station (Agilent D1000 Screen Tape system). The average insert sizes were in the range of 300–370 bp. The libraries were also quantified by qPCR using the KAPA Library Quantification kit (Kapa Biosystems Inc., Woburn, MA, USA). The libraries (differentially labelled) were pooled in equal amounts before sequencing. Sequencing was performed with an Illumina NextSeq 500 (Illumina, CA, USA). The samples were sequenced with a single-end protocol (75 base pairs) with a sequence depth of approximately 30 M reads for the sample. After sequencing, the FastQC High Throughput Sequence QC Report (Version 0.11.8) was used to assess the quality of the sequencing based on the FASTQ files.

Transcript quantification was performed with the high-performance computing server at the Computational Unit of the Technologic Platform Centre (University of Verona, Italy). Transcript quantification was determined from the FASTQ reads using the mapping-based mode of Salmon (Version 0.13.1)^43^ with the following parameters: “-i index -l SR -r name -validateMappings -gcBias”. The reference sequence and annotation files were downloaded from the GENCODE repository (Human Release 32, GRCh38.p13) at the following website: https://www.gencodegenes.org/human/. The output of Salmon was then imported into the RStudio environment (R Version 3.5.3; R studio version 1.1.463) using Bioconductor/R package tximport (Version 1.10.10)^44^, which converted data from the transcript level to the gene level during the importing process. Genes with less than 10 reads were discarded from the posterior analysis. Differential expression analysis was performed using the Bioconductor/R package DESeq2 (Version 1.22.2)^45^. After differential analysis, the lfcShrink function in DESeq2 was applied to shrink the log2FoldChanges. Significance values were based on a Wald significance test, and differences in gene expression with an adjusted p-value < 0.05 (corrected by the Benjamini–Hochberg method) were considered significant. For the RNA-seq analysis of the experiments, in which the cells were treated for 6 h with *D. rotundifolia* 3×, a log2FoldChange cut-off value (< 0.4 and > 0.4) was applied. To associate a function with the differentially expressed genes, functional enrichment analysis was performed using the Bioconductor/R package gprofiler2 (Version 0.1.7)^46^. The differentially expressed genes were ranked by the adjusted *p*-value significance, and gene ontology (GO) analysis was queried using the “gost” function in gprofiler2 in “ordered” mode and “g_SCS” as correction/statistical method. The list of significant GO terms was used for the construction of the network using Cytoscape software (Version 3.7.2)^47^.

### Reverse transcription quantitative real-time PCR (RT-qPCR)

Total RNA extracted from 16HBE cells was reverse transcribed into cDNA using the PrimeScript RT reagent Kit (Takara Bio, Kusatsu, Japan), while qPCR was carried out using TB Green Premix Ex Taq (Tli RNase H Plus) (Takara Bio)^42^. The sequences of the gene-specific primers (Thermo Fisher Scientific, Waltham, Massachusetts, USA) used in this study are listed in Table 5. qPCR was performed using a Viia7 Real-time PCR system (Thermo Fisher Scientific). Data were calculated by Q-Gene software (http://www.gene-quantification.de/download.html) and expressed as the mean normalized expression (MNE) units after *GAPDH* normalization^42^. Statistical evaluation was performed by two-way ANOVA followed by Bonferroni’s post hoc test. Values of p < 0.05 were considered statistically significant.

**Table 5:** List of the gene-specific primers used for RT-qPCR.

Gene	Forward	Reverse
*ADM*	AAGTACTTGGCAGATCACTCTC	CCCACTTATTCCACTTCTTTCG
*AJUBA*	CTTTCTACAGTGTCAATGGCTC	CATTGCTTGTAGGATCTTCTCCA
*AREG*	GAGCCGACTATGACTACTCAG	CTTAACTACCTGTTCAACTCTGAC
*ARRDC3*	GTTTATCACTTCCTGAAAGACCTG	CTCTCAAAGTCATCACAAGCAC
*CTGF*	CCCAGACCCAACTATGATTAGAG	CTCCACAGAATTTAGCTCGGT
*CXCL2*	TTTATTTATTTGTTTGTTTTAGAAG	CTAACTTGGGTTTGACCTAAAAT
*CXCL8*	AGAGACAGCAGAGCACACAAG	ACACAGTGAGATGGTTCCTTC
*CYP1B1*	CTGGATTTGGAGAACGTACCG	TCAGGATACCTGGTGAAGAGGA
*DDIT3*	AGTCATTGCCTTTCTCCTTCG	TGATTCTTCCTCTTCATTTCCAGG
*DDIT4*	GAGGAAGACACGGCTTACCT	CAGTAGTTCTTTGCCCACCT
*DEPP1*	CTCATCCATTCTCCTGCCAC	GTGCCAGTCGAGATATAGACC
*EGR1*	AGCAGCAGCACCTTCAACC	GCAGGCTCCAGGGAAAAG
*EPGN*	ATTCAACGCAATGACAGCAC	GCTATGGGTCCTTCTATGTTGTC
*EREG*	ACAGCTTTAGTTCAGACAGAAGAC	GCAAACAATAGCCATTCATGTCAG
*ERRFI1*	CTAATACCACTTGGGCATGCT	AACTTGATCCTCTTCATGTGGTC
*GAPDH*	AACAGCCTCAAGATCATCAGC	GGATGATGTTCTGGAGAGCC
*HBEGF*	CTCATGTTTAGGTACCATAGGAG	CAGTCTGAAATCACCTTGTGTC
*IGFBP3*	ACACTGAATCACCTGAAGTTCC	AGCTCCACATTAACCTTGCG
*IL1A*	AGAGAGGGAGTCATTTCATTGG	ACTCAGAGACACAGATTGATCC
*IL6*	GGCACTGGCAGAAAACAACC	GCAAGTCTCCTCATTGAATCC
*IRS2*	CATCGTGAAAGAGTGAAGATCTG	AAACAGCACAATGATGAATGCC
*JUN*	ACCTTATGGCTACAGTAACCC	TTGCTGGACTGGATTATCAGG
*NCOA7*	GAAGAAGATGGTGGTTCAGAAG	TCAGTGCTATGGAGTTTAGGG
*NR2F2*	GTTCACCTCAGATGCCTGTG	CAGTAACATATCCCGGATGAGG
*PHLDA1*	ATCCACATCCACACTCTCATC	CTTCCTCAAGTCCTCAAAACC
*PIK3C2A*	AGACTCTTGCCATTACAGAATCAG	CTCCAAACAAAGAAGTCACATCAG
*PPP1R15A*	GGGAAGTCAATTTGCAGATGG	CGGTGTGATGGTGGATAAGAG
*SASH1*	TGAAGACGAGGAGAAACCCA	GGTCGCTGTTACTGTCATACTC
*SCL2A3*	GGATGAGCTTTGTCTGTATTGG	CTAAATAGTGAGCAGCGGAGG
*SERPINB2*	GAGGAGAGGAGATTGAAACAATGG	GGGAGAGGAAGAGGTTCTGG
*TIPARP*	CCACAATTCATTCTTCAGGAGAG	CCACCAAGTGTCTGTAAATATGGA

### Ethics approval and consent to participate

Not applicable, as the study did not involve patients, volunteers or animals.

## Data Availability

The raw and processed RNA-seq data are available in the public GEO database (https://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE144215.

How the deposited data were processed for this re-analysis (not part of the article)

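RNA of 16HBE cells, a line of human bronchial epithelial cells, was sequenced after 3 h and after 6 h with D. rotundifolia 3× or with Ctrl, the same vehicle without the plant extract. Each time had 4 libraries per group, 16 in all, and the 6 h cultures were a separate experiment with its own Ctrl. Samples were grouped by time and treatment as the deposited labels give them.

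The authors mapped single-end reads with Salmon 0.13.1 with GC-bias correction to GENCODE 32, summed them to genes with tximport, discarded genes with few reads and tested counts with the Wald test of DESeq2 1.22.2. For each time the authors deposited a table of TPM, transcript abundance scaled to one total per library, per gene and library. The same table holds a signal, the mean over libraries of the authors' normalized counts. It also holds the authors' log2 fold change, shrunken with lfcShrink, and its standard error, also in log2. The authors' Wald statistic is a score per gene, and the deposited p-value comes unadjusted and adjusted by Benjamini-Hochberg. The tables analysed here hold no counts, so no count model was fitted and no interval for counting error can be given. The paper gives one approximate depth for all samples, and the deposited signal adds up to 31902241 at 3 h and 30205203 at 6 h over the genes, but the depth of each single library is not in the tables. TPM values add up to about the same total in each library and keep nothing of its depth.

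Tests used limma 3.58.1 in R 4.3.3: a linear model on log2(TPM + 1) for genes with a mean of at least 1 TPM over the libraries of the fit, moderated with a trend on the mean, two-sided, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Each time was fitted alone, as the paper did, and changes at 6 h were also counted beyond 0.4 on the log2 scale. The difference between times was an interaction term in a fit of all 16 libraries. It covered gene IDs listed at both times with a mean of at least 1 TPM over the 16. A gene could thus enter through its level at a single time, as the IER3 ID that was called did. The fits were tested on simulated data, drawn with independent noise from each gene's mean and spread in the real libraries. Known log2 changes of 0.4, 0.75, 1.5 and 3 were then added together, each to 50 genes. No variation shared by replicate number was simulated. Tables and figures were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Coordinates are those of GENCODE 44 on GRCh38.

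Whether libraries of the same number are pairs was checked from the correlation of their residuals after the group means were removed, with a bound of 0.1. At 3 h every pair lay above the bound (0.174 to 0.446), so the numbers were taken as pairs. At 6 h 3 of 4 pairs did (0.101, 0.152 and 0.206, against 0.0570 for replicate 1), and the paper treats the data of those 4 experiments as paired without tying the numbers to the experiments. The numbers were taken as pairs there too, on the paper's word and after the fits had been seen. The paper also states that Ctrl cultures ran alongside the treated ones on shared plates, without tying the numbers to plates. No term for the replicate number is named for the authors' Wald test, so it was left out of the fits. Those fits therefore ignore a link between the groups. Values with the number as a block are given where it changes a call or a count.

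Gene lists were written from general knowledge of the pathways, with the paper's tables already read: AhR target genes, EGFR ligands, ERK pathway output genes, immediate-early genes, cytokines and chemokines, NF-kB feedback and target genes, NRF2 target genes, HIF target genes, ATF4 and amino acid response genes, endoplasmic reticulum chaperones, FOXO target genes, YAP and TEAD target genes, G1/S and G2/M cell cycle genes, cholesterol synthesis genes, interferon-stimulated genes, tight junction and adhesion genes, airway ion transport genes, mitochondrially encoded mRNAs, histone genes, cytosolic ribosomal proteins, and markers of basal, simple epithelial, ciliated, secretory, fibroblast, endothelial and leukocyte cells. For each, members past the threshold were counted over all genes and adjusted over the list alone, and the list was tested with limma's camera with a preset correlation of 0.01, with camera with an estimated correlation, and with fry, which asks whether the genes of a list move one way on balance and compares them with no other genes. The genes of the paper's Tables 1 and 2 were tested as lists in the same way, and those of Table 4 by their sign. Genes were named by rule: those the paper names in its text; the 10 with the largest rise and the 10 with the largest fall past the threshold that had a symbol and the same sign in every same-numbered pair; up to 4 genes per list with the smallest p; the 5 with the smallest p in each direction for the difference between times; and genes of the paper's tables where these are discussed.

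Alternatives set in advance were a pseudocount of 0.1, no filter on low values, a mean of at least 5 TPM, median-of-ratios scaling of the TPM, TPM summed over gene IDs with the same symbol, robust moderation, the replicate number as a block, each library left out in turn, the authors' Wald p-values over the genes tested here, a threshold of 0.01, and the other set tests. Added after the data were seen were the sum by symbol with the block, set tests with the block, and leaving out both libraries of replicate 1 at 3 h. Permutation tests used 100000 draws, and the regroupings for the difference between times were drawn with seed 7. Gene ontology enrichment was not repeated, since no database of terms was at hand, and the data of the other experiments, such as the viability assay, were not analysed here.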

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

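The sums over copies of PPP1R10 and IER3, alone and with the block, the set test behind the spread at 3 h and the ranking of replicate 1 were tests chosen only after the result was seen; the other tests were set before.

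Growth factor and cytokine genes were higher in replicate 1 at 3 h in both groups, each value lying far from the other 3 libraries of its group. In Ctrl, replicate 1 had 72.4 TPM of IL1A (others 15.5 to 19.9), 26.2 TPM of HBEGF (5.45 to 8.03), 6.63 TPM of SPRY4 (2.26 to 3.00), 99.5 TPM of IER3 (39.8 to 48.2), 28.9 TPM of CCN2 (8.88 to 11.3), 21.1 TPM of JUN (11.8 to 12.4), 44.8 TPM of CXCL1 (15.4 to 17.4) and 88.3 TPM of SERPINB2 (12.3 to 23.1). With D. rotundifolia 3× it had 94.8 TPM of IL1A (23.2 to 34.4), 114 TPM of IER3 (49.7 to 60.5), 6.43 TPM of IL1B (1.91 to 1.96), 64.9 TPM of CXCL8 (20.2 to 27.7) and a ribosomal protein share of 14.0% (12.7% to 12.9%). Its Ctrl library was lowest for CYP1B1 with 61.5 TPM (94.5 to 95.9) and AHRR with 1.66 TPM (2.19 to 2.21).

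An exchange of a replicate 1 library with one of another replicate is argued against. Both libraries of replicate 1 were highest of their group in 28 of 34 genes of the EGFR ligand, ERK output and cytokine lists, where chance gives 2.13. Libraries exchanged in that way would be out of place alone. An exchange between the Ctrl and the treated library of replicate 1 would leave both highest, so the count cannot test it. A different composition of the libraries of replicate 1 may contribute: 1 of 3 shares, that of ribosomal proteins, lay outside the range of the other 3 h libraries in both. A difference between cultures of that replicate, such as their density, stays open and was not tested, as the design gives no condition for it.

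The change of CYP1B1 differed between times, with a log2 change larger at 6 h by 2.13 (standard error 0.26, adjusted p = 0.00421 from limma, n = 4 per group and time). IER3 was called too, by 1.40 (standard error 0.16, adjusted p = 0.00313), on a gene ID with means of 0.045 TPM in Ctrl and 0.034 TPM with D. rotundifolia 3× at 3 h, so that value is not a measured difference between changes. A wider spread at 3 h was tested on the EGFR ligand, ERK output and cytokine lists. They hold neither CYP1B1 nor IER3, so the test cannot decide the cause for these genes. The lists had larger changes at 6 h with the replicate number as a block (fry adjusted p at most 0.00137). Without it they did not pass (fry adjusted p of 0.174, 0.702 and 0.702). Of their genes, 31 of 33 had the larger change at 6 h. Lists and fit were chosen after the data were seen, so no conclusion is drawn. A first form of that test, on the Table 1 genes, gave a fry adjusted p of 0.000248 upward although their median change was smaller at 6 h (0.32) than at 3 h (0.46), so median and test differ in sign. Different Ctrl levels in the separate experiments stay open: Ctrl levels of the Table 1 genes at 6 h minus 3 h had a median of −0.19 with quartiles of −0.53 and 0.18, and CYP1B1 in Ctrl was 5.63 times as high at 3 h. A longer exposure is the biological explanation that the design gives, and it cannot be told apart from those levels, since each time is an experiment of its own. For CYP1B1 the paper's RT-qPCR time course goes the other way, with its maximum at the earliest time and a decrease at 6 h. The mean of CYP1B1 with D. rotundifolia 3× was also lower at 6 h (119 TPM) than at 3 h (148 TPM). Chance cannot be excluded for the number of genes whose change differed between times. Of 100 regroupings within each time, 8 gave at least 2, and the highest other gave 36, which points to a structure of the libraries. The regroupings ignored the pairs, and those that part all pairs were not counted apart. With the replicate number as a block 32 genes were called, and no regrouping was run for that fit.

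PPP1R10, the gene called at 3 h, has several gene IDs in the 3 h table. Reads shared between near-identical copies may account for it, since TPM summed over the copies gave a log2 change of −0.046 (standard error 0.13). Another copy, ENSG00000235030, held the TPM of IER3 at 3 h (58.6 in Ctrl, 70.7 with D. rotundifolia 3×). With the sum over copies the difference between times was 1.10 (standard error 0.37) where it had been 1.40 (standard error 0.16), and the call ended (adjusted p = 1.00), because the sum brings in the 3 h change of 0.29 and the spread of the 3 h libraries, which the near-empty ID lacked. As the whole cause copies are argued against by the sum, which lies more than 2 standard errors above 0, and with the block as well it was 1.10 (standard error 0.12, adjusted p = 0.0173). No biological explanation was tested for these.

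Further libraries lay far from the others of their group. At 3 h these were 199 TPM of EPGN in replicate 2 (269 to 281), and in replicate 3 24.8 TPM of EGR1 (33.8 to 34.2) and 1.90 TPM of TMEM253 (0.264 to 0.384), all with D. rotundifolia 3×. At 6 h, replicate 1 with D. rotundifolia 3× had 14310 genes of at least 1 TPM (14087 to 14092), 3.37 TPM of SPRY4 (5.72 to 5.89) and 5.65 TPM of OSGIN1 (7.88 to 8.29), and replicate 3 had 101 TPM of IL24 (32.0 to 37.9). In Ctrl at 6 h, replicate 1 had 1.48 TPM of SPRY4 (2.43 to 2.60), 64.1 TPM of HIF1A (79.2 to 81.7) and 7.76 TPM of MAFG (9.66 to 9.89), replicate 3 had 9.85 TPM of DYSF (5.97 to 6.56), and replicate 4 had 40.5 TPM of SLC2A3 (72.7 to 74.4) and 3.87 TPM of AC008403.1 (2.76 to 2.91). In all, 28 of 236 groups of 4 libraries held such a value, where chance gives 11.8.

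AC008403.1, RAP1GAP and JUNB rose after 6 h and are not discussed in the paper's text. Their log2 changes were 1.09 (adjusted p = 0.00943 from limma), 0.62 (adjusted p = 0.0227, or 0.0638 with the block) and 0.57 (adjusted p = 0.0499, or 0.0859 with the block).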

How the results depend on the processing

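Setting the sum by symbol with the block, the set tests with the block and the removal of both libraries of replicate 1 were tests chosen only after the result was seen. With 4 libraries per group and no counts, the low power at small changes limits every count. The simulated log2 change of 0.4 was found in 30% of genes at either time without the block. Larger planted changes eased the adjusted threshold there, so the power in the real fits can be lower. Over the 118 gene results, all kept their direction with pseudocount 0.1, median-of-ratios scaling and the authors' Wald p-values, where they had a value. The filters on low values, robust moderation and, in this balanced design, the replicate block leave each gene's log2 change as it is. Under those settings no direction could reverse. Genes under a mean of 5 TPM had no value with that filter, and the difference between times has none with the authors' Wald p-values. The causes below were not tested.

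With the replicate block, genes past the threshold went from 1 to 2 at 3 h, from 15 to 40 at 6 h (38 up; 39 beyond 0.4; 2, IGFBP3 and PLAC8, down), from 2 to 32 for the difference and from 0 to 1 for the overlap; list members from 0 to 1 at 3 h and from 10 to 23 at 6 h, and adjusted over the list alone from 7 to 40 and from 63 to 118; Table 1 genes past the threshold at 6 h from 6 to 11 and Table 2 genes from 0 to 1. With TPM summed by symbol and the block these were 1, 40 (39 beyond 0.4), 32 and 1; 1 and 23; 40 and 119; and 12 and 1. With TPM summed by symbol alone, genes were 0 at 3 h and 1 for the difference; pseudocount 0.1 also gave 1 for the difference. Without a filter, genes at 6 h were 7, also 7 beyond 0.4, list members 5 and Table 1 genes 3. The authors' Wald p-values gave 62 genes at 3 h, 480 at 6 h and 142 beyond 0.4, with 27 and 106 list members and 54 and 134 adjusted over the list alone. A threshold of 0.01 gave 4 genes at 6 h. Without both libraries of replicate 1, 3 h had 3 genes and 1 list member. Gene lists past the threshold went from 7 at 3 h to 0 with an estimated correlation and 0 with fry (with the block 8 with the preset correlation, 0 with an estimated one and 6 with fry: AhR, EGFR ligand, ERK output, cytokine, NRF2 and ATF4 genes), and from 13 at 6 h to 1 and 6 (with the block 14, 0 and 12). The AhR list at 6 h, past camera with an estimated correlation at 0.0114, had 0.116 with the block and still passed fry (0.00368). Of the 15 genes at 6 h, 8 passed with the block, which gave 32 others.

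Leaving out single libraries gave 1 to 5 genes at 3 h, 2 to 46 at 6 h (2 to 46 beyond 0.4), 2 to 3 for the difference and 0 for the overlap; 0 to 1 list members at 3 h and 2 to 23 at 6 h, or 5 to 10 and 48 to 75 adjusted over the list alone; 26 to 28 and 1 to 11 Table 1 genes in their direction and past the threshold, 10 to 13 and 0 to 1 Table 2 genes, and 26 to 30 RT-qPCR genes of the same sign. The highest 6 h counts came without the treated library of replicate 1 and the lowest without that of replicate 4. Among single genes, 16 of these values changed sign, 11 came to pass the threshold and 67 no longer did.

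Signs reversed for PPP1R10 at 3 h (−0.046 with TPM summed by symbol, −0.046 also with the block) and BAG6 in the difference (0.079 in both). Without single libraries, log2 changes at 3 h ran from −0.023 to 0.82 for HBEGF, −0.029 to 0.66 for CCN2, −0.014 to 0.65 for CXCL1 and −0.067 to 0.66 for CXCL8, lowest without the treated library of replicate 1 (0.43, 0.33, 0.33 and 0.31 without both libraries of that pair); from −0.55 to 0.052 for IGFBP3, highest without that library (−0.28 without both); from −0.20 to 0.0055 for MAN2B2, highest without the treated library of replicate 3; and from −0.14 to 0.10 for PIK3C2A, highest without the treated library of replicate 2 (0.097 without both libraries of replicate 1). At 6 h they ran from −0.11 to 0.031 for ERRFI1, highest without the Ctrl library of replicate 2, and from −0.077 to 0.12 for EGFR, highest without the treated library of replicate 4. For all of these the cause was not tested.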

Differences from the paper's values

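All tests reported here were set before the data were examined. The paper's counts come from DESeq2 on counts at the same adjusted threshold. Those measured here come from limma on TPM without the replicate number, although same-numbered libraries behaved as pairs. The gap between them can therefore not be laid to the method or the measure alone. At 3 h the paper's 69 genes, 44 up and 25 down, stand against 1, 1 and 0 here. At 6 h the paper's 495 genes, 334 of them up, stand against 15 and 15, and the paper's 117 beyond 0.4 in either direction against 15. With the replicate number as a block limma called 2 genes at 3 h. At 6 h it called 40 with the block, 38 of them up and 39 beyond 0.4. With the authors' Wald p-values over the genes tested here the counts were 62, 40 and 22 at 3 h, and 480, 320 and 142 at 6 h. None of these differs from the paper's by more than 1.5 times, but the paper's counts rest on the same p-values. Under every other alternative that was run the counts differ. In the authors' deposited table 117 is the number of upregulated genes beyond 0.4, and 27 more are downregulated.

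For 19 genes of Tables 1 and 2 the log2 change at 3 h differs from the paper's by more than a bound. The bound was the larger of the SD between replicates measured here, within groups on log2(TPM + 1), and the paper's standard error. The paper's values are shrunken and its errors are standard errors; those measured here are not shrunken. TIPARP had 0.81 (the paper's 0.607), AC124944.3 1.21 (the paper's 0.391), FBXL5 0.52 (the paper's 0.365), HLA-F 1.13 (the paper's 0.306), NIPAL2 0.99 (the paper's 0.287), ARL10 0.70 (the paper's 0.258), LGR5 0.67 (the paper's 0.247), COPZ2 0.88 (the paper's 0.243), CEP152 0.85 (the paper's 0.225), GIPR 1.49 (the paper's 0.151), VSTM1 1.67 (the paper's 0.027) and the PPP1R10 copy, listed at 0 in Ctrl, 3.93 on log2(TPM + 1) (the paper's 0.106). Among the genes with a negative log2 change, the size of the decrease was 0.85 for SLC2A3 (the paper's 0.510), 0.80 for DEPP1 (the paper's 0.482), 0.47 for ADM (the paper's 0.266), 0.57 for MAST3 (the paper's 0.253), 0.96 for ARRDC3 (the paper's 0.244), 1.08 for ANKRD37 (the paper's 0.222) and 2.36 for TMEM253 (the paper's 0.113). The paper's tables print the log2FoldChange of the authors' deposited table, so with those values in their place none of the 19 could differ. Other alternatives without a difference were few: TIPARP, FBXL5 and SLC2A3 without Ctrl replicate 2; FBXL5 also with median-of-ratios scaling and without the treated replicate 4; HLA-F and VSTM1 with TPM summed by symbol, which gave 0.021 and 0.28, so that the rise of HLA-F was absent once its IDs were summed; NIPAL2 without the treated replicate 2; LGR5 and CEP152 without Ctrl replicate 1; COPZ2 without Ctrl replicate 3 or the treated replicate 1; CEP152 and MAST3 without Ctrl replicate 4 or the treated replicate 3; and SLC2A3 without Ctrl replicate 4 or the treated replicate 1. For the other genes no such alternative was found.

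The paper names CYP1B1 the most highly expressed gene after treatment at both times; by mean TPM it was 1198th at 3 h and 1459th at 6 h, while in the authors' deposited table it is 1st by log2FoldChange among the called genes. The paper states how many times the upregulated genes outnumber the downregulated ones; in the authors' deposited table the ratio is 2.07 at 6 h and 4.33 beyond 0.4, on either side of the paper's value. The paper counts IGFBP3, PLAC8, MAN2B2 and BNIP3 among the downregulated genes at 6 h; here their adjusted p-values were 0.559, 0.700, 0.415 and 0.690 from limma, IGFBP3 and PLAC8 passed with the replicate block (0.0355 for both), and all 4 genes passed with the authors' Wald p-values. The paper counts EREG, SERPINB2, AREG and PHLDA1 among the upregulated genes at 6 h; here they were at 0.0685, 0.0580, 0.0630 and 0.0845, and passed with the replicate block and with the authors' Wald p-values. The same holds for IL6 and IL1B, at 0.159 and 0.215, while CXCL8, at 0.524, passed with the authors' Wald p-values and not with the block. In the RT-qPCR, PIK3C2A has the opposite sign to the −0.0072 measured here, and 29 of 30 genes have the same sign.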

Other observations

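The comparison among splits that part all pairs was a test chosen only after the result was seen. The other split tests, that of the HIF mean included, were set before. At 3 h the HIF target genes had a mean log2 change of −0.19, further from 0 than in the other 34 splits of the 8 libraries (1 of 35 splits, highest other 0.15). That share is the smallest that 35 splits can give and is not adjusted over the lists, and most of those splits keep paired libraries together. Among the 8 splits that part all same-numbered pairs the real one was also furthest from 0 (highest other 0.15), but 8 are too few for a share under 0.05. The list did not pass camera with an estimated correlation (adjusted p = 0.150, or 0.254 with the block) or fry (0.224, or 0.107 with the block), and 3 of its genes passed when adjusted over the list alone. At 6 h their mean was −0.17, and 15 of 35 splits gave a value as far from 0 (highest other 0.35), so that chance cannot be excluded; among the 8 that part all pairs the highest other was 0.11. KRT19, a keratin of simple epithelium, had 757 TPM in Ctrl and 615 TPM with D. rotundifolia 3× at 3 h, a log2 change of −0.30, and was the gene of the simple epithelial markers that fell when adjusted over the list alone (0 over all genes in limma; camera adjusted p = 0.00903; adjusted p = 0.150 with an estimated correlation). The same list had a camera adjusted p of 0.574 at 6 h.

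After 3 h, the ribosomal protein genes lay below other genes (64 of 82; camera adjusted p = 0.000477; adjusted p = 0.986 with an estimated correlation). Lists that did not pass camera at 3 h were the ERK output genes (adjusted p = 0.963, with fry 0.952, or 0.0395 with the block), NRF2 target genes (0.220, with fry 0.224, or 0.0225 with the block), immediate-early genes (0.961), NF-kB target genes (0.507, or 0.0426 with the block, and there 0.377 with an estimated correlation and fry 0.245), interferon-stimulated genes (0.270), YAP and TEAD targets (0.495), mitochondrially encoded mRNAs (0.358), tight junction genes (0.507), histone genes (0.898), endoplasmic reticulum chaperones (0.961), cholesterol synthesis genes (0.961), airway ion transport genes (0.961) and basal markers (0.961). At 6 h these were the basal markers (0.264, with fry 0.361, or 0.00880 with the block), interferon-stimulated genes (0.0774, or 0.0342 with the block, and there 0.394 with an estimated correlation), tight junction genes (0.546), G1/S genes (0.574), mitochondrially encoded mRNAs (0.608), chaperones (0.719), airway ion transport genes (0.872), cholesterol synthesis genes (0.967) and histone genes (0.967). Markers of other cell types were nearly absent: leukocyte markers had 2 genes tested at each time (0.961 and 0.819), fibroblast markers 2 at 3 h (0.598) and 1 at 6 h, ciliated markers 1 at 3 h and 2 at 6 h (0.719), endothelial markers 1 and secretory markers 0, too few for a list test where under 2.

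Other splits of the 8 libraries of a time were counted for the calls. At 6 h the 15 genes, and the 15 beyond 0.4, were more than in any other split (1 of 35 in each; highest other 3). Among the 8 splits that part all pairs the real one gave 15 genes against at most 1, with the block 40 against at most 1, and 13 lists past camera against at most 10; 8 splits are too few for a share under 0.05. At 3 h chance cannot be excluded for 1 gene: 10 of 35 splits gave as many, and the highest other gave 46, a split that keeps both libraries of replicates 1 and 4 together, which points to a structure by replicate; with the block 2 genes passed. For lists past camera's threshold, 17 of 35 splits at 3 h gave at least 7 (highest other 16), and 4 of 35 at 6 h gave at least 13 (highest other 16), so that chance cannot be excluded for either number. At 3 h the 17 include no other split that parts all pairs: among the 8 that do, the real one had the most lists, 7 against at most 5, and with the block the most genes, 2 against at most 1, while without the block 1 gene was reached by 3 of the 8 (highest other 3). The other splits keep libraries of one replicate together. For a share under 0.05, 8 splits are too few.

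One hypothesis was that the replicate number entered the authors' Wald test, which the text of the paper does not state. At 3 h the authors' statistic followed limma's more closely with the block than without it (Spearman's rho across genes 0.844 against 0.793, a difference of 0.051), as this explanation needs. At 6 h rho was again higher with the block, but the difference of 0.024 (0.928 against 0.904) lay below the bound set beforehand, so the prediction was not met. The calls go the other way. At 6 h, 485 called genes of the authors' deposited table were tested here. Of these, 378 had an unadjusted p under 0.05 from limma without the block and 485 with it. At 3 h the counts were 39 and 61 of the 61 tested. For the called genes, these counts argue against a test without the number at both times, although limma on TPM is not the authors' test on counts. The paper's text does not settle it.

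The 30 RT-qPCR genes, measured by the authors after 3 h, had the sign of the RT-qPCR in 26 of 30 genes in the 6 h RNA-seq (exact binomial test, two-sided p = 5.95e-05). Pearson's r was 0.796 and Spearman's rho 0.840 across genes, which are not independent replicates. That limit holds for the sign test too.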
